# Metabolic and metagenomic outcomes from early-life pulsed antibiotic treatment

**DOI:** 10.1038/ncomms8486

**Published:** 2015-06-30

**Authors:** Yael R. Nobel, Laura M. Cox, Francis F. Kirigin, Nicholas A. Bokulich, Shingo Yamanishi, Isabel Teitler, Jennifer Chung, Jiho Sohn, Cecily M. Barber, David S. Goldfarb, Kartik Raju, Sahar Abubucker, Yanjiao Zhou, Victoria E. Ruiz, Huilin Li, Makedonka Mitreva, Alexander V. Alekseyenko, George M. Weinstock, Erica Sodergren, Martin J. Blaser

## Abstract

Mammalian species have co-evolved with intestinal microbial communities that can shape development and adapt to environmental changes, including antibiotic perturbation or nutrient flux. In humans, especially children, microbiota disruption is common, yet the dynamic microbiome recovery from early-life antibiotics is still uncharacterized. Here we use a mouse model mimicking paediatric antibiotic use and find that therapeutic-dose pulsed antibiotic treatment (PAT) with a beta-lactam or macrolide alters both host and microbiota development. Early-life PAT accelerates total mass and bone growth, and causes progressive changes in gut microbiome diversity, population structure and metagenomic content, with microbiome effects dependent on the number of courses and class of antibiotic. Whereas control microbiota rapidly adapts to a change in diet, PAT slows the ecological progression, with delays lasting several months with previous macrolide exposure. This study identifies key markers of disturbance and recovery, which may help provide therapeutic targets for microbiota restoration following antibiotic treatment.

## Abstract (web summary)

The potential recovery of the human gut microbiota after an antibiotic treatment, and its effects on our health, are poorly understood. Here, the authors use a mouse model mimicking paediatric antibiotic use to shed new light into these processes.

Antibiotic use has reached enormous proportions around the world. In the United States, 262 million courses of antibiotics were prescribed to outpatients in 2011, a rate of 842 courses per 1,000 people annually^1^. Use is highest in children under 10, who receive more than 40 million courses per year^1^,^2^. Extrapolating from prescription data, the average US child receives three antibiotic courses in the first two years of life, and 10 courses by the age of 10 (ref. 1). However, prescription rates are not consistent: within the US, prescription frequency varies by more than 50% across regions^1^, and even more among individual practitioners^3^. In Sweden, antibiotic use is 40% of that in the US^4^. These disparities suggest opportunities to curtail antibiotic use in the US.

A well-known consequence of antibiotic use is the development of bacterial antibiotic resistance^5^. The impact of antibiotics on host and microbial function, on the other hand, has been little studied, as these medications have long been considered extremely safe. The intestinal microbiota aids the host in metabolic and immunological development^6^ and provides beneficial functions such as vitamin production and pathogen displacement. Despite the generally low-risk profile of antibiotics, these medications might be detrimental to host health by disrupting conserved functions of the microbiota, especially when given during critical developmental times. Because the extent of microbiota perturbation can depend on the antibiotic used^7^, characterization of the effects of commonly prescribed antibiotics is needed to develop clinical guidelines.

In addition to directly altering the gut microbiome, antibiotics may impede the ability of the gut microbiota to adapt to stressors. Consumption of a high-fat diet (HFD) is pervasive in westernized societies, including among young children. In murine models, HFD alone alters gut microbiota composition^8^. A second ‘hit’—antibiotic use—might alter the ability of the microbiota to adapt to HFD, modulating the microbial and/or phenotypic effects of HFD.

Since the 1940s, farmers have added low doses of antibiotics to food or water of livestock for growth promotion. The efficacy of this practice has resulted in extensive use^9^. The microbiome is a key mediator of these effects; for example, germ-free chickens do not have the accelerated growth seen in conventionally raised animals exposed to antibiotics^10^, and in other models, manipulating the microbiota through transferring specific organisms can promote weight gain^11^. In prior studies, we examined the effects of such continuous low antibiotic doses (sub-therapeutic antibiotic treatment (STAT)) on the murine intestinal microbiota, showing altered metabolic phenotypes^12^,^13^.

In contrast to farm animals receiving STAT for growth promotion, humans receive 10- to 100-fold higher antibiotic exposures for short courses to treat acute infections^2^. Here, to better understand how human antibiotic use may alter microbial ecology and potentially contribute to the population-wide changes in metabolic development, we develop a mouse model that provides early-life therapeutic-dose pulsed antibiotic treatment (PAT), designed to mimic paediatric antibiotic use. Amoxicillin, a beta-lactam, and tylosin, a veterinary macrolide, were used, as these antibiotic classes are the most commonly prescribed to children^2^. We find that early-life PAT leads to short-term increases in mouse weight and bone growth and longer-term alterations in gut microbiome diversity, composition and metagenomic content that remained months after antibiotic exposure. We provide evidence of the altered metabolic potential by confirming changes to a microbiota-specific metabolic pathway, oxalate degradation^14^, at both metagenomic and metabolite levels. Whether or not antibiotic-mediated effects on growth function through the microbiota, these findings illustrate the potential functional consequences of early-life antibiotic-induced microbial perturbations and highlight the need to re-examine antibiotic guidelines in the human population.

## Results

### Early-life PAT alters murine growth

Female C57BL/6J mice received three short courses of therapeutic-dose amoxicillin, tylosin, alternating courses of either antibiotic (mixture) or no antibiotics (control) (Fig. 1a and Supplementary Fig. 1). To mimic early life use by human children, the PAT was completed shortly after weaning, and then mice received high-fat chow to enhance metabolic phenotypes^13^. After one pulse, all mouse groups had identical weights on day 21 (Fig. 1b), but early-life PAT significantly increased the cumulative weight gain from 3 to 6 weeks, an effect continuing through late life in tylosin mice (Fig. 1c and Supplementary Fig. 1b).

Tylosin and amoxicillin PAT had different effects on body composition. Compared with controls, tylosin significantly increased both total and lean mass, while amoxicillin only significantly increased lean mass (Fig. 1d–f). All groups of PAT mice developed larger bones than controls (Fig. 1g,h), but increases in bone area and mineral content were most pronounced in the amoxicillin group, demonstrating body composition variation based on antibiotic class. When mass-to-bone ratio (total body mass/bone area) was calculated as a proxy for body mass index (Fig. 1i), the tylosin and mixture mice both gained mass/area at significantly higher rates than control (*P*=0.015 and 0.005, respectively; longitudinal analysis using the linear spline models). Altogether, these data demonstrate significant early-life PAT-antibiotic-specific growth promotion.

### Effects on host physiology

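Hepatic gene expression was measured on 9 Affymetrix mouse arrays, 3 from each of the control, amoxicillin and tylosin groups. All were liver RNA from female C57BL/6J mice. The PAT mice had received 3 pulses of amoxicillin (0.167 mg/ml, for 25 mg/kg/day) or tylosin (0.333 mg/ml, for 50 mg/kg/day) in the drinking water on days 10 to 15, 28 to 31 and 37 to 40. All mice were fed a diet with 45% of its energy as fat from day 41. The description of the study gives an age of 22 weeks at sacrifice and the sample labels give 24 weeks. The replicates carry only numbers, and the litter of each sample and the day of its hybridization are not given, so each p-value measures the spread between these samples.
The authors normalized the arrays with RMA, and the values are on the log2 scale, from 2 to 14.71. The SD over all probe sets was 2.26 to 2.27 in the control arrays, 2.30 to 2.34 with amoxicillin and 2.29 to 2.35 with tylosin. The 45037 probe sets of the arrays without the manufacturer's controls were compared between groups with limma, and a probe set was called with the thresholds of the paper's methods, an unadjusted P under 0.01 and an absolute log2 fold change over 0.5. The brightest probe set of each of 18193 genes stands for that gene below.
Albumin (Alb) and transthyretin (Ttr), secreted by hepatocytes, were at 14.64 to 14.71 and 14.44 to 14.53 in the 9 arrays. Transcripts of the intestinal mucosa, chosen after their values were seen, were high in amoxicillin replicate 1 and tylosin replicate 2. Reg3b, an antimicrobial lectin of the gut, was 10.18 and 9.72 in these arrays and 7.75 in tylosin replicate 1, against 3.10 ± 0.04 (SD, n = 3) in control mice. Zg16, a lectin of goblet cells, was 8.71 and 8.41 there, and 5.09 to 6.07 in the other 7 arrays. Acta2, the actin of smooth muscle, stood 3.33 and 3.42 above its control mean in the same arrays. Tylosin replicate 3 stood apart in macrophage genes: Clec4f, a marker of Kupffer cells, was 7.50, against 9.20 to 9.66 in the other 8 arrays, and Marco, a scavenger receptor, was 10.95, against 5.81 to 8.67.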

As hepatic metabolism can be altered with early-life antibiotic exposure^13^, potentially as a result of altered growth, direct effect of antibiotics or influence of the microbiota through the enterohepatic circulation, we examined whether we could detect PAT effects on the liver long after antibiotic cessation. Early-life tylosin significantly elevated micro- and overall hepatic steatosis in later life (Supplementary Fig. 2a–e), while amoxicillin significantly reduced microsteatosis. All groups had similar liver mass (Supplementary Fig. 2f). PAT induced changes in hepatic gene expression, with more upregulated than downregulated genes with respect to controls (Fig. 2a). 

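With amoxicillin, Npas2, a transcription factor of the circadian clock, Fam204a, a gene of unknown function, and Etl4 were called higher, while Hspa1b, an inducible chaperone of the HSP70 family, and Slc25a25, a mitochondrial ATP-Mg/phosphate carrier, were called lower. With tylosin, Cytip, a cytohesin-binding protein of lymphocytes, Klf4, a growth-responsive transcription factor, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis from cholesterol, were called higher, while Myoz3 and Slc6a9, a glycine transporter, were called lower. Each of these calls held when any 1 array was left out. Npas2, Etl4 and Myoz3 were under a log2 value of 6 in all 9 arrays, where values carry more of the array's background. Myoz3 was 4.16 ± 0.12 in control mice and 3.41 ± 0.31 with tylosin (SD, n = 3 each), so its fall was not shown to stand above that background.
Amoxicillin gave 447 probe sets called higher and 161 called lower against control, on 321 and 130 different genes. Tylosin gave 466 called higher and 172 called lower, on 353 and 134 different genes. The share called higher was 73.5% with amoxicillin (95% Clopper-Pearson interval 69.8 to 77%) and 73% with tylosin (69.4 to 76.4%), if probe sets are taken as independent. With the median of each array set equal, the shares were 89.3% and 88.9%, and with quantile normalization they were 64.1% and 60.2%. With the filter on dim probe sets, 184 were called higher and 32 lower with amoxicillin, and 219 and 37 with tylosin. Without the filter, 152 genes were called higher and 81 lower with amoxicillin at their brightest probe set, and 184 and 80 with tylosin. Of the other probe sets called, the brightest was also called for 13 of 205 higher and 5 of 55 lower with amoxicillin. With tylosin these were 23 of 205 and 4 of 59.
Npas2 was 3.91 ± 0.21 in control mice and 4.96 ± 0.58 with amoxicillin (SD, n = 3 each), a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.20 from limma). Hspa1b was 11.27 ± 0.02 in control mice and 9.69 ± 0.05 with amoxicillin, a log2 fold change of -1.59 (standard error 0.36, adjusted p = 0.20 from limma). Its transcript is nearly identical to that of Hspa1a, so its probe set may report both. Cyp7a1 was 9.94 ± 0.40 in control mice and 11.03 ± 0.21 with tylosin, a log2 fold change of 1.09 (standard error 0.20, adjusted p = 0.18 from limma). Klf4 was 5.27 ± 0.32 in control mice and 6.45 ± 0.33 with tylosin, a log2 fold change of 1.17 (standard error 0.27, adjusted p = 0.18 from limma). The log2 fold change of Cytip with tylosin was 1.50 (standard error 0.32, adjusted p = 0.18 from limma). That of Fam204a with amoxicillin was 1.03, of Etl4 0.96 and of Ip6k2, an inositol hexakisphosphate kinase, 0.90. Slc25a25 was at -0.98, Ccdc69 at -0.83 and H1f8 at -0.82. Ccdc69 and H1f8 were under a log2 value of 6 in all 9 arrays. H1f8 was 4.41 ± 0.14 in control mice and 3.58 ± 0.11 with amoxicillin, around the medians of the arrays (3.96 to 4.06). Its fall was therefore not shown to stand above the array's background. With tylosin, Akap12, a scaffold of protein kinase A, was at 1.06, Myoz3 at -0.74, Slc6a9 at -0.74 and Scrt2 at -0.68. Myoz3 and Scrt2 were also under 6 in all 9 arrays.
Other large changes lost the call when single arrays were left out. Ccn2, connective tissue growth factor, was 6.77 ± 0.67 in control mice, 8.06 ± 0.46 with amoxicillin and 8.12 ± 0.40 with tylosin. Its log2 fold change of 1.29 with amoxicillin lost the call without amoxicillin replicate 2 (1.04) or control replicate 2 (0.93), and that of 1.35 with tylosin lost it without tylosin replicate 3 (1.12). Creld2, an endoplasmic reticulum stress gene, was at -1.58 with amoxicillin and lost the call without amoxicillin replicate 2 (-1.40), control replicate 2 (-1.505) or control replicate 3 (-1.16). Tspyl4, Prom1, Asap2 and Abtb2 were called higher with amoxicillin (0.94 to 1.15), and Gadd45g, Zfp9, Cyp4a31, a fatty acid hydroxylase, and Hsph1 were called lower (-0.85 to -0.74). Mmd2, Plek, Noct, a circadian deadenylase, and Trp53inp1 were called higher with tylosin (1.08 to 1.29), and E2f8, Efna1, Dcpp3, Lama5, Tmem40 and Slc22a7, an organic anion transporter, were called lower (-0.97 to -0.68). Each of these genes lost its call without at least 1 array. The values were then 0.62 to 1.23 and -0.85 to -0.51 with amoxicillin, and 0.79 to 1.31 and -0.94 to -0.50 with tylosin. Prom1, Zfp9 and Tmem40 were under a log2 value of 6 in all 9 arrays.
After Benjamini-Hochberg adjustment limma called 0 probe sets in either comparison at 0.05, with 6657 under an unadjusted p of 0.05 for amoxicillin and 6722 for tylosin, and the smallest adjusted p was 0.17 in both. In simulations with no change between groups, a mean of 96.7 probe sets were called. The 3 antibiotic arrays lay beyond all 3 control arrays for 3812 of 18193 genes with amoxicillin (21%) and 3159 with tylosin (17.4%), where chance gives 10%. The number called with amoxicillin was 397 without amoxicillin replicate 1 and 928 without control replicate 2, and the number called with tylosin was 1556 without tylosin replicate 3, and in each of these counts more were called higher than lower. The number called higher with amoxicillin was 286 without amoxicillin replicate 1, and the number called lower was 332 without amoxicillin replicate 2, 267 without control replicate 1 and 265 without control replicate 2. With tylosin, 996 were called higher and 560 lower without tylosin replicate 3, and 262 lower without control replicate 1.

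**Figure D1:**
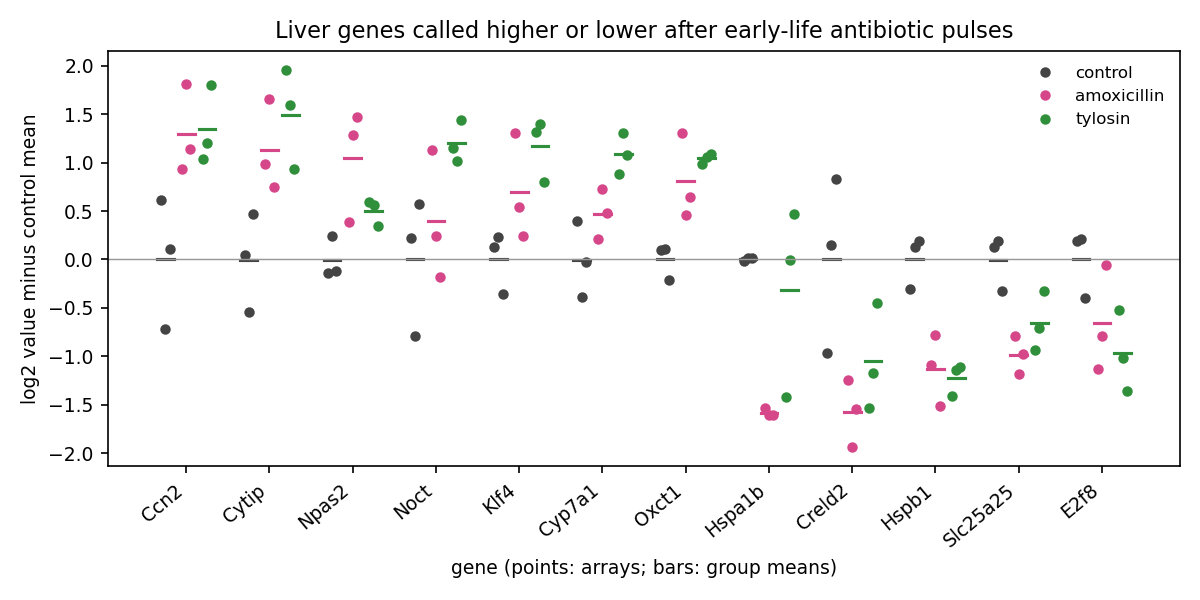
Log2 value minus the control mean of 12 genes in each of the 9 arrays, by group. Points are arrays and bars are group means; the 3 amoxicillin arrays of Hspa1b lie together below the control arrays, and the 3 tylosin arrays of Cyp7a1 lie above them.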

While few genes had been significantly modulated by both the early-life tylosin and amoxicillin exposures (Fig. 2b–d), hierarchical clustering of genes significant in either group (Fig. 2e) indicates similar trends in both antibiotic groups.

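Oxct1, a mitochondrial enzyme of ketone body use, Pxylp1, a phosphatase of proteoglycan synthesis, Trdmt1, a transfer RNA methyltransferase, Rarb, a retinoic acid receptor, and Syne2, a protein of the nuclear envelope, were called higher with both antibiotics, as were Fam204a, Cytip and Ccn2. Slc25a25 was called lower with both. Gadd45g, a stress-induced growth regulator, and Slc22a7 were among the few genes called between the antibiotics themselves.
With both antibiotics, 187 probe sets were called higher and 41 lower, and 0 were called in opposite directions. These counts were 315 and 22 with median centring, 142 and 67 with quantile normalization, and 83 and 12 with the filter on dim probe sets. Of the probe sets called higher, those shared are 41.8% for amoxicillin and 40.1% for tylosin, and of those called lower 25.5% and 23.8%. Unrelated lists of these sizes would share 4.63 and 0.61 probe sets. Both comparisons use the same 3 control arrays, and 100 simulations with no change against shared controls gave on average 8.52 shared higher (highest 18) and 8.87 shared lower (highest 17), from lists of 49.4 and 50.9 called higher and 50.3 and 50.7 called lower. When the simulated lists, ranked by p, were taken as long as the real ones, a comparison added after the values were seen, they shared 83.5 higher (highest 110) and 25.7 lower (highest 39). The 3 control arrays cannot be split between the comparisons, so part of the excess may come from them. Groupings of the real arrays that mix control and antibiotic arrays gave up to 199 shared higher and 129 shared lower, beyond every simulation. An excess over the simulations was therefore not specific to the antibiotic groups. At the brightest probe set, 69 genes were called higher with both and 19 lower.
Oxct1 was at a log2 fold change of 0.81 with amoxicillin and 1.05 with tylosin (standard error 0.19 in both, adjusted p = 0.20 and 0.18 from limma). Pxylp1 was at 0.88 and 0.95 (standard error 0.15 in both, adjusted p = 0.17 and 0.18 from limma). The calls of these genes and of Fam204a held with any 1 array left out. Trdmt1 was at 0.74 and 1.00, and lost the amoxicillin call without amoxicillin replicate 2 (0.67) or control replicate 2 (0.62). Rarb was at 0.70 and 0.86, and lost the amoxicillin call without control replicate 2 (0.54) or control replicate 3 (0.60). Trdmt1 and Rarb were under a log2 value of 6 in all 9 arrays, at 4.15 ± 0.29 and 4.16 ± 0.45 in control mice (SD, n = 3). The log2 fold change of Slc25a25 with tylosin was -0.66, and it lost that call without control replicate 1 (-0.59), control replicate 2 (-0.56), tylosin replicate 1 (-0.52) or tylosin replicate 2 (-0.63). Syne2, at 0.88 and 0.76, lost its calls without each of several arrays (0.47 to 0.87), and Cytip lost the amoxicillin call without amoxicillin replicate 2 (0.87), control replicate 1 (1.17) or control replicate 2 (0.87).
Across all probe sets, which are not independent replicates, 79.6% had the same sign with both antibiotics, and simulations with shared controls and no change gave 66.7%. The log2 fold changes had a Pearson r of 0.792, and the same simulations gave 0.501 (highest 0.529). The covariance was 0.037 against a simulated 0.010, a difference of 0.028. As with the shared counts, these differences from the simulations may hold structure of the samples other than the antibiotics. Without amoxicillin replicate 1, r was 0.69.
Between tylosin and amoxicillin, 25 probe sets were called higher and 17 lower, and limma called 0 after adjustment, with 1335 under an unadjusted p of 0.05. These 42 calls do not exceed the mean of 96.7 in simulations with no change, which were run for amoxicillin against control. Gadd45g was 6.91 ± 0.46 with amoxicillin and 8.25 ± 0.33 with tylosin (SD, n = 3 each), a log2 fold change of 1.34, and Slc22a7 was 8.65 ± 0.37 and 7.72 ± 0.34, a log2 fold change of -0.93. Both calls held with any 1 array left out. Sult2a2, a bile acid sulfotransferase, Hspa1b, Hspa1a and Myc were also called higher with tylosin (0.85 to 1.40), and Ugt2b37, Ncmap, Ablim3 and Adgrv1 lower (-1.42 to -0.61). Of these, all but Ablim3 lost the call without at least 1 array, and Ablim3 lost it when amoxicillin replicate 1 and tylosin replicate 2 were both left out, a setting chosen after the values were seen (-0.56).
Single arrays moved these counts. The number called between the antibiotics was 117 without amoxicillin replicate 1, 77 without amoxicillin replicate 3, 137 without tylosin replicate 1, 90 without tylosin replicate 2 and 71 without tylosin replicate 3. The number called higher with both was 322 without control replicate 2, 107 without amoxicillin replicate 1, 124 without amoxicillin replicate 3, 116 without tylosin replicate 1, 112 without tylosin replicate 2 and 333 without tylosin replicate 3. For those called lower with both it was 106 without control replicate 1, 94 without control replicate 2, 25 without amoxicillin replicate 1, 68 without amoxicillin replicate 2, 23 without tylosin replicate 1, 24 without tylosin replicate 2 and 113 without tylosin replicate 3.
The first principal component of all scaled probe sets held 27.1% of the variance and the second 12.8%. On the first, the control arrays lay at -106.5, -99.6 and -165.4 and the amoxicillin arrays at 123.7, 8.4 and 66.4. Tylosin replicates 1 and 2 lay at 129.2 and 97.7, and replicate 3 at -54, nearest the control arrays. The difference between the 3-prime and 5-prime control probe sets of Actb, a measure of RNA degradation, went with this component. It was 1.57 in amoxicillin replicates 1 and 3, and 1.49 and 1.73 in tylosin replicates 1 and 2. In the other arrays it was 1.21 to 1.4, so a part of RNA quality in this component is not excluded. From a clustering of the genes significant with either antibiotic, the paper reports similar trends with both (Fig. 2e).

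**Figure D2:**
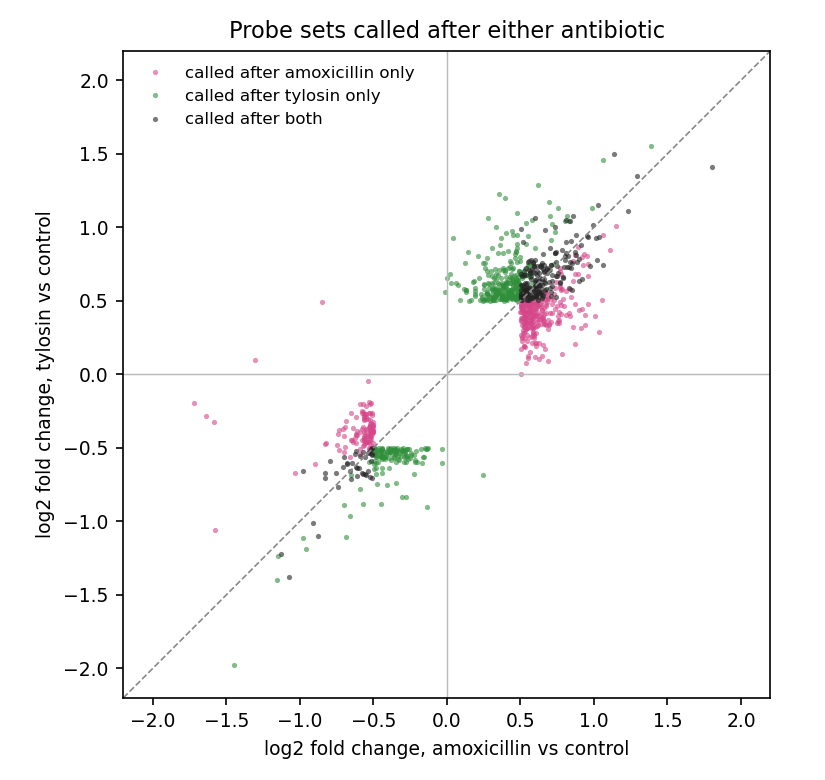
Log2 fold change with tylosin against that with amoxicillin for probe sets called with either antibiotic. Each point is a probe set, coloured by whether it was called with amoxicillin, with tylosin or with both, and the dashed line marks equal change; 187 points called with both lie upper right and 41 lower left.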

Altered biological functions, predicted by Ingenuity Pathway Analysis, revealed antibiotic-specific effects; several pathways, including those related to gene expression, cancer, and organismal survival, were abnormal in both groups (Fig. 2f, green bars). 

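With amoxicillin, heat shock proteins, the chaperones of the cytosol, and genes of the unfolded protein response, which relieves endoplasmic reticulum stress, were lower as groups in limma's camera test at a preset correlation between genes. In the same test genes of cholesterol synthesis and of fatty acid synthesis were higher, genes of fatty acid oxidation, targets of the fasting receptor PPAR alpha, were lower, and RNA splicing factors were higher with both antibiotics. With tylosin against amoxicillin, the list of cholesterol synthesis was lower and that of immediate early genes, the transcription factors that respond first to a stimulus, was higher in this test. With an estimated correlation none of these lists passed. No gene of cholesterol synthesis, of fatty acid oxidation or of splicing was called with either antibiotic or between the antibiotics.
These groups come from 48 gene lists written before the data were examined, tested with limma's camera at a preset correlation between genes of 0.01. The curated knowledge base of Ingenuity Pathway Analysis is not used here. Of the 48 lists, 6 changed with amoxicillin (3 up, 3 down), 5 with tylosin (5 up) and 9 between the antibiotics (5 up, 4 down in tylosin). Of the 10 ways to split the arrays of each comparison into 3 and 3, 7, 8 and 7 changed as many lists as the real one, with at most 14, 16 and 22 lists in the others. With the filter on dim probe sets, 9 changed with tylosin (2 up, 7 down). With an estimated correlation limma called 0 in each comparison, and the smallest adjusted p was 0.65, 0.42 and 0.60. With camera at the preset correlation, none of the 16 lists of cell type markers changed; fry, which tests for changes in either direction, called 3 of them with tylosin, pericentral hepatocytes (adjusted p = 4.8e-05), periportal hepatocytes (3.7e-04) and skeletal muscle (0.031). The number of lists changed with tylosin was 10 without control replicate 1, 15 without tylosin replicate 1, 3 without tylosin replicate 2 and 3 without tylosin replicate 3. Between the antibiotics it was 14 without amoxicillin replicate 1, 14 without tylosin replicate 1 and 3 without tylosin replicate 3.
Of 14 heat shock protein genes measured, 0 were called higher and 3 lower with amoxicillin (Hspa1b, Hspb1 and Hsph1), and 11 did not pass; adjusted over the list alone, 1 was higher and 9 were lower. Dnajb1, a partner of HSP70, was at -0.54 and was not called. The median of the list was -0.40 (camera adjusted p = 5.1e-04; adjusted p = 0.84 with an estimated correlation), and the call held with any 1 array left out. Of 17 genes of the unfolded protein response, 0 were called higher and 4 lower (Creld2, Manf at -1.03, Hyou1 at -0.74 and Dnajb9 at -0.59); adjusted over the list alone, 5 were lower. Its median was -0.34 (camera adjusted p = 0.0073; adjusted p = 0.84 with an estimated correlation). The call was lost without amoxicillin replicate 2 (adjusted p = 0.063), amoxicillin replicate 3 (0.050), control replicate 2 (0.054) or control replicate 3 (0.17).
Of 20 cholesterol synthesis genes, 20 had positive log2 fold changes with amoxicillin, none was called, and none passed when adjusted over the list alone. The largest were Cyp51 at 0.77, Pmvk at 0.74 and Idi1 at 0.67. The median was 0.40 (camera adjusted p = 0.0038; adjusted p = 0.84 with an estimated correlation). The call was lost without amoxicillin replicate 3 (adjusted p = 0.31), control replicate 2 (0.054) or control replicate 3 (0.33). Of 17 fatty acid synthesis genes, 2 were called higher and 0 lower: Srebf1, the transcription factor that drives lipogenesis, at 0.83, and Acly, ATP citrate lyase, at 0.54; adjusted over the list alone 2 were higher. Fasn, fatty acid synthase, was at 0.75 and Scd2 at 0.69, and neither was called. The median was 0.20 (camera adjusted p = 0.0017; adjusted p = 0.84 with an estimated correlation), and the call was lost without amoxicillin replicate 3 (adjusted p = 0.31) or control replicate 2 (0.054). Without dim probe sets, cholesterol synthesis (adjusted p = 0.22) and fatty acid synthesis (0.18) did not pass. Of 21 genes of fatty acid oxidation, 21 had negative log2 fold changes and none was called (0 also when adjusted over the list alone). Pdk4, a fasting-induced kinase, was at -0.81, and the thioesterases Acot2 and Acot1 were at -0.76 and -0.58. The median was -0.24 (camera adjusted p = 0.0021; adjusted p = 0.84 with an estimated correlation), and the call was lost without amoxicillin replicate 1 (adjusted p = 0.30). By array, the mean of the list was -0.65, -0.21 and 0 in amoxicillin replicates 1, 2 and 3. Replicate 1 also held transcripts of intestine and smooth muscle, so a difference in the cells of the samples is not excluded.
Of 25 RNA splicing factors, 21 had positive log2 fold changes with amoxicillin, with Srsf5 at 0.58, Hnrnpd at 0.46 and Clk1, a kinase of splicing factors, at 0.42. The median was 0.21 with amoxicillin (camera adjusted p = 1.5e-04; adjusted p = 0.65 with an estimated correlation) and 0.26 with tylosin (camera adjusted p = 1.3e-05; adjusted p = 0.42 with an estimated correlation). Hnrnpu was at 0.47 with tylosin and Srsf11 at 0.43. No member was called with either, and adjusted over the list alone 0 were higher with amoxicillin and 4 with tylosin. Both calls held with any 1 array left out. The array's probe set for B1 repeats was at 7.44 to 7.60 in the control arrays and 7.80 to 8.34 in the antibiotic arrays, and the nuclear-retained long RNAs Malat1, Neat1 and Meg3 had a median of 0.57 with amoxicillin and 0.49 with tylosin and did not pass (camera adjusted p = 0.36 and 0.38), so a difference in the RNA composition of the samples is not excluded for this list.
In the test between the antibiotics, cholesterol synthesis was lower with tylosin at a median of -0.59 (camera adjusted p = 2.3e-13; adjusted p = 0.69 with an estimated correlation), with Sqle, squalene epoxidase, at -1.32 and Fdps at -1.26, but 0 of 20 genes were called, also when adjusted over the list alone. Immediate early genes were higher at a median of 0.48 (camera adjusted p = 4.7e-09; adjusted p = 0.60 with an estimated correlation), with Gadd45g, Myc and Dusp1, a phosphatase of MAP kinases, called. Both calls held with any 1 array left out. Heat shock proteins were also higher, with Hspa1a, Hspa1b and Bag3 called (camera adjusted p = 3.6e-04; adjusted p = 0.69 with an estimated correlation), but not without tylosin replicate 3 (adjusted p = 0.19). Fatty acid synthesis was lower (camera adjusted p = 0.0033; adjusted p = 0.69 with an estimated correlation), but not without amoxicillin replicate 3 (adjusted p = 0.95) or tylosin replicate 3 (0.19). Bile acid synthesis (median -0.11) and glycolysis (-0.16) were lower and the cytoskeleton (0.13), fatty acid oxidation (0.13) and the glucocorticoid response (0.28) higher, and each of these calls was lost without at least 1 array (adjusted p = 0.055 to 0.55) and with an estimated correlation (0.69). The fatty acid oxidation list turned in direction without amoxicillin replicate 1 (adjusted p = 0.50), and the cytoskeleton list without tylosin replicate 3 (0.55).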

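With tylosin, genes of the cytoskeleton and cell migration, immediate early genes and genes of the glucocorticoid response were higher as groups in limma's camera test at a preset correlation between genes. With an estimated correlation none of them passed (adjusted p = 0.84, 0.80 and 0.80), and all 3 calls were lost without tylosin replicate 3. Genes of fatty acid synthesis, of triglyceride synthesis and lipid droplets, and of cholesterol efflux did not pass. Klf4 and Dusp1 were called among the immediate early genes, Mt2, a metallothionein, and Sgk1, a serum- and glucocorticoid-regulated kinase, among the glucocorticoid genes, and Cyp7a1 among the bile acid genes.
Of 31 cytoskeleton and cell migration genes, 29 had positive log2 fold changes, and Actg1, gamma-actin, was called higher at 0.83, with 0 called lower (0 when adjusted over the list alone). Flna, filamin A, at 0.86 and Coro1a, a leukocyte actin regulator, at 0.82 were not called. Myl9, a myosin light chain of smooth muscle, was at 1.31 (SD 1.48 with tylosin, n = 3) and was not called; smooth muscle genes were high in tylosin replicate 2. The median was 0.26 (camera adjusted p = 8.4e-04 from limma; adjusted p = 0.84 with an estimated correlation). By array, the mean of the list was 0.09, 0.18 and 0.67 in tylosin replicates 1, 2 and 3. The call was lost without replicate 3 (adjusted p = 0.31) and without dim probe sets (0.38). The mean of the list of Kupffer cells and macrophages was 0.10, -0.08 and 0.63 in the same arrays. Both lists were next highest in amoxicillin replicate 1 (0.41 and 0.48), so a difference in the cells of the samples is not excluded.
Of 17 fatty acid synthesis genes, 0 were called in either direction with tylosin (0 when adjusted over the list alone), and the median was 0 (camera adjusted p = 0.23 from limma). Scd2, a stearoyl-CoA desaturase, was at 0.72, Srebf1 at 0.42, Acly at 0.35 and Scd1 at 0.24. Of 19 genes of triglyceride synthesis and lipid droplets, 0 were called, and the median was -0.03 while the mean was 0.01 (camera adjusted p = 0.96), with Cd36, a fatty acid translocase, at 0.52. Of 17 genes of cholesterol efflux and lipoproteins, Abca1, a cholesterol exporter, was called higher at 0.52 and 0 were called lower (camera adjusted p = 0.94). Of 13 genes of eicosanoid synthesis, Ptgis, prostacyclin synthase, was called lower at -0.55 (camera adjusted p = 0.59). Of 16 genes of bile acid synthesis and transport, Cyp7a1 was called higher, and the median was -0.05 (camera adjusted p = 0.79). Cholesterol synthesis had a median of -0.30 (camera adjusted p = 0.18).
Of 17 immediate early genes, 2 were called higher and 0 lower, Klf4 and Dusp1 at 0.68 (2 higher when adjusted over the list alone), and Fos at 0.83 was not called. The median was 0.35 (camera adjusted p = 0.0022 from limma; adjusted p = 0.80 with an estimated correlation), and the call was lost without tylosin replicate 3 (adjusted p = 0.12). Of 8 glucocorticoid response genes, 2 were called higher and 0 lower, Mt2 at 0.89 and Sgk1 at 0.59 (2 higher when adjusted over the list alone). Their median was 0.56 (camera adjusted p = 0.032; adjusted p = 0.80 with an estimated correlation), and the call was lost without control replicate 2 (adjusted p = 0.27), tylosin replicate 2 (0.11) or tylosin replicate 3 (0.073), with median centring (0.056), without dim probe sets (0.18) and with the mean of all probe sets of a gene (0.052). Of 27 genes of oxidative phosphorylation, 0 were called, and the median was 0.07 (camera adjusted p = 0.035; adjusted p = 0.84 with an estimated correlation). That call was lost without control replicate 2 (adjusted p = 0.056), control replicate 3 (0.099) or tylosin replicate 2 (0.11).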

Early-life tylosin exposure also increased expression of genes relating to lipid metabolism and cellular movement and assembly, consistent with the increased steatosis. Both by microarray and qPCR, *Hspb1*, a heat-shock protein reported as microbiota modulated^15^, was significantly downregulated in mice receiving either antibiotic (Supplementary Fig. 2g). 

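Hspb1, the small heat-shock protein HSP27 that binds unfolded proteins and actin filaments, was called lower with both antibiotics on the arrays. Its brightest probe set was 9.69 ± 0.27 in control mice, 8.56 ± 0.37 with amoxicillin and 8.47 ± 0.17 with tylosin (SD, n = 3 each). The log2 fold change was -1.13 with amoxicillin (standard error 0.19, adjusted p = 0.17 from limma) and -1.22 with tylosin (standard error 0.19, adjusted p = 0.18 from limma). On the linear scale the ratio to control was 0.457 and 0.429. Hspb1 was lower than in each control array in 3 of 3 arrays of either antibiotic. With 1 array left out it ran from -1.30 to -0.94 with amoxicillin and from -1.38 to -1.13 with tylosin, and both calls held.
Another Hspb1 probe set was 9.22 ± 0.31 in control mice, 8.15 ± 0.40 with amoxicillin and 7.84 ± 0.19 with tylosin. Its log2 fold change was -1.07 with amoxicillin and -1.38 with tylosin (standard error 0.21 in both, adjusted p = 0.19 and 0.18 from limma). Between tylosin and amoxicillin, the brightest Hspb1 probe set was at -0.09 (standard error 0.19, adjusted p = 1 from limma). Gapdh, the glycolytic enzyme against which the paper normalized its qPCR, was at 0.10 with amoxicillin and 0.11 with tylosin (standard error 0.09 in both, adjusted p = 0.63 and 0.61 from limma), and was not called. Among the 14 heat shock protein genes measured, only Hspb1 was called with tylosin, and the median of the list was -0.17 (camera adjusted p = 0.25).

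**Figure D3:**
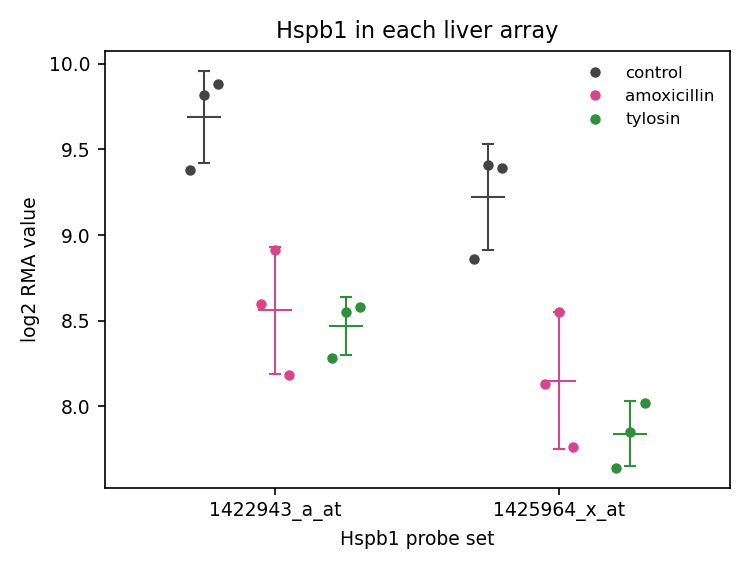
Log2 values of both Hspb1 probe sets in the 9 arrays by group. Points are arrays, and lines show the mean ± SD of 3; in the brighter probe set the control arrays lie between 9.38 and 9.88 and the antibiotic arrays between 8.18 and 8.91.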

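With amoxicillin and tylosin arrays pooled as 6 PAT arrays, Hspb1 had the most negative log2 fold change of the genes called with both antibiotics, and Ccn2, a secreted growth regulator of connective tissue, and Cytip had the highest. Pxylp1, Fam204a, Oxct1, Trdmt1, Rarb and Syne2 were also called higher against control, and Slc25a25 was called lower. In each of these 10 genes, chosen for their calls with both antibiotics, 6 of 6 PAT arrays lay beyond all 3 control arrays.
Hspb1 was 8.52 ± 0.26 in PAT mice (SD, n = 6), a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.056 from limma). Pxylp1 was 5.60 ± 0.33 in control mice (SD, n = 3) and 6.52 ± 0.08 in PAT mice, a log2 fold change of 0.91 (standard error 0.12, adjusted p = 0.056 from limma). Fam204a was at 0.98 (standard error 0.14, adjusted p = 0.056 from limma). The other log2 fold changes were 1.32 for Ccn2 and for Cytip, 0.93 for Oxct1, 0.87 for Trdmt1, 0.82 for Syne2, 0.78 for Rarb and -0.82 for Slc25a25, with adjusted p from 0.073 to 0.088 from limma.
PAT gave 508 probe sets called higher and 134 called lower, on 345 and 112 different genes, 79.1% higher (95% Clopper-Pearson interval 75.8 to 82.2%). After Benjamini-Hochberg adjustment limma called 0 at 0.05, with 8777 under an unadjusted p of 0.05. Without tylosin replicate 3, 793 were called higher and 263 lower. The split was 805 higher and 65 lower with median centring, 374 and 188 with quantile normalization, and 13 and 12 with a log2 fold change over 1. At the brightest probe set of each gene it was 167 and 70.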

The alterations in hepatic gene expression, long after the final antibiotic course, demonstrate that these early-life exposures have metabolic influences, partially conserved across both antibiotic classes, which can be detected long after antibiotic exposure.

To investigate systemic impacts of PAT, metabolic hormones were measured in fasting serum samples at sacrifice. Early-life tylosin or mixture PAT significantly reduced ghrelin compared with controls, whereas amoxicillin showed a lesser effect (Supplementary Fig. 3a–e). Peptide YY, leptin, amylin and insulin did not significantly differ between the groups. As expected, leptin levels were positively correlated with fat mass in control mice alone, PAT mice alone and in all mice (Supplementary Fig. 3g–i). Peptide YY negatively correlated with fat mass in the control mice, as expected, but not in the PAT mice (Supplementary Fig. 3j–l), indicating that PAT had disrupted this metabolic relationship. In all groups, faecal caloric contents decreased over time (Supplementary Fig. 3f), not differing between PAT and control.

### PAT-induced microbiota disruption

Microbiota composition was surveyed by sequencing the 16S rRNA gene from serial PAT and control pup faecal pellets and from representative mothers (Fig. 3a), yielding 2,683,548 quality-filtered sequences with a mean±s.d. depth of 6,899±3,009 sequences per sample. The richness and Shannon Index remained relatively constant in control mice, with α-diversity similar to their mothers; however, PAT decreased both richness and Shannon evenness even after one antibiotic pulse, with immediate and sustained reductions in diversity more pronounced following tylosin exposure (Fig. 3b). While amoxicillin resulted in milder reductions, there was a progressive loss with each dose, indicating the importance of both class and number of courses. Although the PAT groups largely converged with control over time, differences never fully resolved.

We next examined compositional changes at the phylum level by qPCR and high-throughput sequencing. Following antibiotic cessation and switch to HFD, Bacteroidetes in the mixture group and some of the tylosin mice were dramatically reduced compared with control, whereas little change was observed in the amoxicillin mice (Supplementary Fig. 4a–d). Beyond changes at the phylum level, the microbiota from mice receiving tylosin or the mixture had significantly different overall microbiota composition from controls (adonis test of unweighted UniFrac distances with Bonferroni-corrected *P*-value<0.05; Supplementary Fig. 4e), detected as early as the first time point (one antibiotic pulse), extending to months after antibiotic cessation. For amoxicillin, a significant shift only was detected after all three pulses, and overall community structure did not differ from controls 1 week after antibiotic cessation and switch to HFD, indicating the much more prolonged effects of the macrolide-based treatments compared with the beta-lactam. Unweighted UniFrac distances by group and cage (Supplementary Fig. 4f) revealed that control microbiota remained relatively homogenous over time (cage 1 and 2); one cage of amoxicillin mice had microbiota similar to control (cage 3), while the other two showed divergence from control either immediately after three pulses of antibiotic (cage 5) or weeks after antibiotic cessation (cage 4). Tylosin and mixture microbiota behaved similarly, regardless of cage, with the greatest divergence after three pulses of antibiotic, and gradually approaching control composition by the end of the experiment. These data indicate that the strong perturbation by macrolide produced consistent effects, whereas the milder disruption by beta-lactam had more variation in microbiota effects.

To identify key members of the microbiota associated with a rapid transition to HFD, we performed area-under-the-curve analysis (Fig. 3c). Especially for the controls, multiple families changed significantly (false-discovery rate-adjusted *P*-value, *q*<0.05, Mann–Whitney *U*-test), either increasing or decreasing after HFD commencement. Members of the phylum Firmicutes have been reported to increase with HFD exposure at the expense of Bacteroidetes^16^, and such patterns were observed in control mice with the increase of Erysipelotricaceae, Ruminococcaceae, Streptococcaceae, unclassified Clostridiales and Firmicutes other, and the decrease of Rikenellaceae, Prevotellaceae, Bacteroidales other and Bacteroidetes other. Many similar families were changed in the amoxicillin mice in the same direction, but were not significant. In tylosin mice, changes were partially in the same direction (Streptococcaceae, Clostridiales other, Firmicutes other and Prevotellaceae) and partially in the opposite direction (Erysipelotrichaceae, Ruminococcaceae, Rikenellaceae, Bacteroidales other and Bacteroidetes other). Thus, the antibiotic exposures modified typical microbiota responses to HFD, with more aberrant responses observed with the macrolide than the beta-lactam.

### PAT delays microbiota maturation

Because of the importance of the developing microbiota, we compared the relative maturation rates of control and antibiotic-perturbed microbiota using a Random Forests^17^ regression model to predict day of life as a function of microbial composition^18^. Microbial maturity of control samples could be accurately predicted (Supplementary Fig. 5a) using 42 key operational taxonomical units (OTUs; Fig. 4a). Most of these 42 biomarkers showed marked population increases after HFD initiation, with delayed responses in the tylosin and mixture groups (Fig. 4b) accounting for their persistent microbial immaturity through day 142 (Fig. 4c). As the effects of diet and ageing cannot be separated, we constructed a second maturity model for the period of early life before HFD (Supplementary Fig. 5b). In the normally developing (control) mice, several OTUs predominated after weaning, diminished over time and were succeeded by other OTUs. Amoxicillin caused minimal disruption, whereas mixture and tylosin treatment substantially reduced OTUs associated with normal maturation (Supplementary Fig. 5c).

Microbiota-by-age *z*-scores (MAZ)^18^ can quantify delayed or accelerated microbiota development in response to an exposure. Dietary composition strongly influences intestinal microbiota^19^ and thus microbial age predictions; accordingly, some of the control samples immediately shifted after HFD initiation, predicting an older age (Fig. 4c). PAT delayed both maturation and response to HFD, with the greatest effects from tylosin or mixture exposure. The first antibiotic pulse had no effect on microbial maturity, but MAZ dropped substantially after the second pulse, progressively decreasing during the third pulse. The amoxicillin group approached control between pulses, and the MAZ score converged with control after ∼1 week of HFD. The tylosin and mixture groups trended towards control on HFD, but never converged. In total, antibiotic exposure delayed microbiota maturation and response to diet, with both the number of courses and antibiotic class determining the extent of disruption.

### Linking perturbation with outcomes

Grouping samples by composition facilitates characterization of microbiota perturbations. Following evidence that human microbiota may segregate into clusters^20^, we asked whether the PAT-induced microbial shifts could be similarly characterized, and found that four distinct groups best captured the taxonomic variation (Supplementary Fig. 6a). Offspring control microbiota stably clustered with the maternal samples initially (cluster 1), then shifted to a new community state (cluster 4) immediately following introduction of HFD (Fig. 5a). Amoxicillin samples showed mild disruptions for half of the mice after at least two pulses, but converged with controls in cluster 4 shortly after HFD introduction. In tylosin and mixture mice, one tylosin pulse immediately disrupted microbiota, shifting samples to cluster 2 (mildly altered state) or cluster 3 (markedly altered from control). All samples shifted to cluster 3 following at least two doses of tylosin. As with amoxicillin, the samples eventually converged in cluster 4 following HFD, but this recovery was delayed and followed a distinct trajectory (Fig. 5b,c). These community dynamics indicate that sequential antibiotic treatments were more disruptive than single antibiotic exposure, show that tylosin had greater effect on the gut microbiota than amoxicillin and confirm the strong effect of diet on the microbiota^19^.

Each cluster was characterized by different dominant microbial populations at the phylum and OTU levels (Supplementary Fig. 6b–c). In maternal and normal chow-associated cluster 1, Bacteroidetes (B) and Firmicutes (F) dominated (B>F) and had higher levels of *Lactobacillus* than other clusters. In response to HFD (cluster 4), the B/F proportions reversed, and the genus *Allobaculum*, known to be HFD associated^13^, increased. Similar to HFD, both clusters 2 and 3 (associated with antibiotics) also had F>B, and had large blooms of Verrucomicrobia (*Akkermansia*), small blooms of Proteobacteria (*Enterobacter*) and reductions in other taxa. Bacteroidetes was almost completely lost in the tylosin-associated cluster 3, demonstrating that the composition of this cluster was more deviated from baseline than that of the cluster associated with either amoxicillin or one pulse of tylosin (cluster 2).

Because there was variability in the way mice in each antibiotic group responded to and recovered from antibiotics, we next interrogated whether certain microbiota conformations were associated with changes in body composition. We used the cluster identity at day 50 to categorize how the microbiota recovered from antibiotics and responded to HFD in a short time period, and examined the concurrent and later changes in body composition. We found that mice that had a mild dysbiosis in cluster 2 (including mice receiving amoxicillin, tylosin and mixture) had significantly (*P*<0.05, analysis of variance (ANOVA) with Tukey post-test) higher total and lean mass, and bone mineral content, area and density at day 50 compared with mice that transitioned directly from normal chow cluster 1 to HFD cluster 4 (all control and three amoxicillin mice) (Fig. 5d). Of these changes, elevated lean mass, bone mineral content and bone mineral density remained significantly elevated at day 135 of life (Fig. 5e). Mice in cluster 3 (tylosin and mixture mice), which exhibited more extensive shifts in the microbiota from control, did not have significant changes in body composition from cluster 2, indicating that a larger perturbation may dampen the growth promotion effect.

### PAT alters the intestinal metagenome

In metagenomic analyses of 60 faecal samples subjected to shotgun sequencing at a depth of 5 GB each, all mothers and pre-weaning controls (day 21) segregated together on the basis of hierarchical clustering, with high levels of *Lactobacillus*, while all but one sample from the antibiotic-treated mice segregated separately and had high levels of *A. muciniphila* genes (Supplementary Fig. 7). Most (83.3%) of the 18 samples from tylosin mice aggregated together, with substantial *Lactobacillus* depletion and simultaneous *Enterococcus* expansion. Consistent with the phylogenetic distribution, nearly all tylosin samples aggregated together when clustered by Kyoto Encyclopedia of Genes and Genomes (KEGG) module abundance (Supplementary Fig. 8), with decreases in modules related to glycolysis, gluconeogenesis and tRNA biosynthesis, among others, and increases in modules related to the citric acid cycle and nucleoside (inosine) and amino acid (leucine) biosynthesis, among others. Collectively, these trends provide evidence that PAT, especially tylosin, shaped metabolic gene populations.

To further examine impact on microbiota function, control and PAT metabolic KEGG module abundance was compared using univariate analyses by LEfSe (ref. 21) (Fig. 6a). Compared with control, tylosin significantly affected several metabolic modules in both early-life (normal chow, pre-day 41; Supplementary Fig. 9b) and late-life (HFD, post-day 41; Supplementary Fig. 10b, Supplementary Table 1). Notably, tylosin shifted carbohydrate glycolytic metabolism, depleting the classic Embden–Meyerhoff pathway while increasing the alternate Entner–Doudoroff pathway. Importantly, the early-life tylosin-altered microbial functions related to energy yield from glucose were maintained after antibiotic exposure ceased and diet changed. Amoxicillin also significantly, but less extensively, altered late-life KEGG modules compared with control (Fig. 6a and Supplementary Fig. 10c). Both antibiotics depleted genes related to glycolysis, isoprenoid biosynthesis, tRNA biosynthesis and ribosomes, and enriched genes related to LPS synthesis, proline and vitamin biosynthesis, pyruvate oxidation and molecular transport (Supplementary Table 1). These data indicate metagenomic changes due to the early-life PAT, persisting well into adulthood. The conserved metabolic effects of both antibiotics indicate global, persistent responses to early-life perturbation.

### Microbial oxalate-degrading capacity

To assess the impact of PAT on microbial metabolic capacity, we examined the oxalate-degradation pathway, absent in mammals but well-conserved in bacteria. Oxalate is often present in foods of plant origin, and its metabolism and clearance are critical for urologic health in mammals, which rely on gut microbial species for its digestion. We monitored the three microbial oxalate degradation pathway genes, *frc*, *oxc* and *oxlT* (ref. 22), and found that the relative abundance of the linked genes *oxc* and *frc* showed nearly identical flux over time in all three experimental groups, whereas *oxlT* showed overall lower abundances and unique trajectory (Fig. 6b–d). In the controls, relative ortholog abundances generally remained stable near maternal levels, whereas *frc* and *oxc* varied dramatically in early-life PAT mice. Compared with maternal samples, faecal oxalate levels were reduced during early life in control and amoxicillin pups, but not in the tylosin pups (Fig. 6e), consistent with simultaneous low *oxc* and *frc* relative abundances. Following the second antibiotic pulse, *frc* and *oxc* relative abundances declined further in both antibiotic groups. After HFD initiation, as *frc* and *oxc* abundances normalized, faecal oxalate levels fell in all groups.

Because different orthologous genes within bacterial populations may account for the substantial intergroup *oxlT* relative abundance differences, we examined the responsible variants. Hierarchical clustering (Fig. 6f) showed deep branching, with samples from tylosin mice clustering at one pole and those from mother, pre-weaning control and day 21 amoxicillin mice at the other. The tylosin samples showed unique orthologs not otherwise detectable in control. A large ortholog set, detected uniformly across control and PAT mice, appeared solely after HFD introduction. The relative abundance of the *oxlT* orthologs in the amoxicillin mice over time was similar to controls, whereas tylosin mice were markedly altered in early-life, with partial recovery by late adulthood (Fig. 6g).

Distinct disruption and recovery patterns (p1–p6) could be detected for *oxlT*, which can serve as a proxy for disruption and recovery of broader microbiota functions (Fig. 6g). Pattern p1 contained orthologs exclusive to PAT mice, predominantly in the tylosin mice, disappearing only in the final sample obtained long after antibiotic cessation. In contrast, patterns p3 and p4 included orthologs absent in tylosin mice either entirely or during development, or reestablished at the final time sampled, respectively. Patterns p5 and p6 corresponded to orthologs appearing after HFD introduction in all mice. In total, the substantial flux in early-life (tylosin>amoxicillin) metagenomic content was consistent with the 16S data. Through metagenomic sequencing and metabolite characterization, we detected a microbial pathway strongly influenced by PAT and dietary alterations, differing by antibiotic regimen, with partial functional recovery by gain of redundant genes.

### PAT selects for antimicrobial resistance genes

Multiple classes of antibiotic resistance-associated genes were examined by mapping the metagenomic reads to the resistance gene database. Among genes related to macrolide resistance, four—*acrA*, *acrB*, *ant3Ia* and *ant2Ia—*were present at very low frequency (<10^−7^) among dams (Fig. 7a–d). However, all three mice in the tylosin group showed blooms of these genes to ∼10^−4^, as did one of the mice receiving amoxicillin. No controls showed a change in frequency of these genes. The same mouse receiving amoxicillin and the three tylosin-receiving mice all had blooms of *ampC*, a beta-lactamase gene (Fig. 7e). For 15 tetracycline genes (Fig. 7f) and for hundreds of other genes in the metagenome, there were no differences between mothers, controls and antibiotic-receiving mice, indicating a lack of selection for their resistances.

## Discussion

Antibiotic use is widespread in the US and worldwide, especially in young children^1^, and the development of the early-life microbiota is important for many aspects of health and disease^6^,^18^. In this manuscript, we explore the effects of antibiotics of commonly prescribed classes on gut microbiota maturation, recovery from antibiotics and response to HFD. While we are limited in drawing causal conclusions between microbiota alterations and physiological outcomes, we provide characterization of the microbiota recovery (resilience) after early-life antibiotic exposures.

We created a murine model of early life pulsed antibiotic treatment in conjunction with later HFD to understand the long-term consequences of therapeutic-level antibiotics on microbial ecology, function and ability to adapt to stressors. We found that PAT affected both the host, with early effects on growth and body composition, and the microbiome, with marked metagenomic composition and functional changes, with similar patterns of disruption, recovery and response to HFD in both the 16S and metagenomic data. Consistent with the prior STAT models, in which low-dose (sub-therapeutic) antibiotic treatment was administered over a longer period^12^,^13^, we observed early growth acceleration despite different exposure patterns and antibiotic classes. PAT increased lean mass in all PAT groups, bone in amoxicillin-treated mice, and trended towards increased fat in tylosin-treated mice. Both bone and fat are of mesenchymal origin, suggesting that effects of antibiotic exposure may be partially mediated by altered mesenchymal stem-like cell differentiation^23^. Further studies are needed to explore this hypothesis. Compared with the STAT studies, the gain in fat mass was of lower magnitude and duration, suggesting that therapeutic courses of antibiotics may yield a more limited effect on long-term metabolic outcomes.

Beyond changes in body composition and growth, PAT altered hepatic gene expression and a metabolic hormone level long after antibiotics were stopped, indicating the metabolic effects were systemic. In terms of liver adiposity, tylosin increased microsteatosis, which has been linked with mitochondrial oxidative stress, but not macrosteatosis, which is associated with metabolic aberrations including obesity, insulin resistance, alcoholism and malnutrition^24^. Hepatic changes could be mediated by several factors, including influence from secreted microbial products via the enterohepatic circulation, a direct effect of antibiotics^25^, or an indirect reflection of the altered metabolic status of the rapidly growing PAT mice. These observations raise the possibility that early-life antibiotic treatment may influence metabolic phenotypes in humans if there are similar effects from paediatric exposures.

Unlike observations in agriculture, in which a range of sub-therapeutic antibiotics result in similar growth promotion effects^9^, PAT-mediated effects on host phenotype differed substantially by antibiotic class. Although further studies are needed to explore the mechanism through which antibiotics yield disparate effects, our metabolic studies of oxalate yield initial contributions. Mice receiving amoxicillin had lower faecal oxalate levels than mice receiving tylosin and higher levels of oxalate-degradation genes, indicating removal of a major calcium-binding anion from the gastrointestinal lumen. One explanation for the amoxicillin group having greater bone mineral density than the tylosin group is consistent with enhanced microbial oxalate degradation, which could potentially free calcium for gastrointestinal absorption and augment bone mineral density.

The intestinal microbiota can rapidly shift in response to diet, which may reflect evolutionary advantages for the microbes, host or both. Here the microbiota in control mice rapidly shift to cluster 4 within 1 day of HFD. Conversely, for mice that had already been exposed to a first ecological ‘hit’ of antibiotic treatment, the response to HFD, a second hit, was different: the majority of the PAT mice resisted adapting to the HFD, only shifting to the HFD cluster weeks to months after introduction. Of note, three amoxicillin mice clustered with controls throughout the experiment, demonstrating that when the antibiotic treatment had minimal effects on the microbiota community structure, dietary responses were normal.

Cluster analysis also suggests that the extent of microbiota perturbation may help determine antibiotic-mediated changes in body composition: some perturbation is required for the effect, but too much blunt the effect. Mice whose microbiota were able to rapidly adapt to HFD (cluster 4 one day after HFD initiation), including both control and amoxicillin mice, weighed less than mice with mildly altered microbiota and lagged dietary responses (cluster 2 one week after HFD), suggesting that taxonomic differences could alter physiological outcomes when challenged with HFD. *Allobaculum* that we have previously linked with promoting metabolic health^13^ is depleted, while Lachnospiraceae that we have previously linked with antibiotic-induced obesity^12^ is enriched in cluster 2. That these taxonomic associations are consistent across independent studies with different antibiotic regimens provides support for their potential metabolic involvement. In contrast to mice with mild perturbation, mice with a major disruption (cluster 3 one week after HFD), which included near elimination of the prominent gut phylum Bacteroidetes, did not show elevated weight gain. The intestinal microbiota can contribute to overall energy harvest, and multiple high-dose antibiotics that severely impact the microbiota can lead to weight loss or have no effect on weight^26^,^27^. All three antibiotic regimens were able to lead to mild disruption following HFD, whereas only treatments involving the macrolide led to major disruptions. Thus, we have identified two different potential outcomes from antibiotic treatment with alternate effects on weight. The association between mild disruption and weight gain is consistent with our prior STAT studies, in which low-dose antibiotics lead to a minor microbiota disruption and elevated weight and adiposity^13^.

The dominance of *A. muciniphila* following antibiotic exposure, particularly tylosin, is noteworthy. In humans, *Akkermansia* populations may bloom after antibiotic courses^28^. Levels are inversely correlated with body weight^29^ and bloom in hibernating animals^30^. The ‘probiotic’ administration of *A. muciniphila* has improved glucose tolerance and reduced inflammation in adipose tissues^31^. In contrast, *A. muciniphila* was enriched in the gut microbiota in type 2 diabetes mellitus^32^. The high prevalence of *Akkermansia* in the antibiotic-associated clusters 2 and 3, compared with low levels in the control and HFD-associated clusters 1 and 4, may simply reflect antibiotic perturbation of the microbiome, as in humans^28^. These observations are consistent with our earlier view^33^ that *Akkermansia* may represent an opportunistic microbe that flourishes when ecosystems are disrupted.

Our studies in a mouse model show profound effects of the two most widely prescribed antibiotic classes used in human children^2^ on the microbiota and metagenome, from the earliest dose delivered through the mother’s milk and persisting long after antibiotic cessation. The observed effects have potential clinical implications. For example, both antibiotics selected for microbiota with altered central carbohydrate metabolism characteristics. The decreases in central glycolytic (Embden–Meyerhoff) pathways and aminoacyl-tRNA biosynthesis co-occurred with increases in many nutrient transporters and other carbohydrate-processing pathways, suggesting a global switch in selection from production mode to transport/scavenging mode. Further, PAT, especially tylosin, disrupted oxalate metabolism at both the ortholog and metabolite levels. Changes in intestinal oxalate levels may contribute to a range of clinical syndromes, from impacting serum calcium concentration and bone density (discussed above) to producing hyperoxaluria and an increased risk for kidney stones^14^. Although our functional analysis in this paper focused on oxalate, the fact that changes in gene expression corresponded with changes in measured oxalate excretion provides evidence that changes to the microbiota were not merely substitutional. Future functional studies can expand on this finding to delineate the specific metabolic implications of PAT.

While analyses of mice are not always applicable to humans, the observed phenotypes and reductions in diversity mirror developmental effects of early-life antibiotic use in human cohort studies. For example, adults in developed countries have diminished gut microbiota diversity compared with those from areas without extensive modernization^34^; early-life antibiotic exposures could partially account for those findings^35^,^36^. Four recent epidemiologic studies have shown increased adiposity in children who were exposed to antibiotics early in life^35^,^37^,^38^,^39^. This finding was consistent despite differences in study design, size, geographic location and antibiotics to which children were exposed. Development of animal models to better understand the demonstrated impact of antibiotics on the microbiome and growth and development are therefore critically important.

While there is heightened concern for disrupting the early-life microbiota, antibiotic disruptions in adults may also be important. Adult human studies have similarly demonstrated that different classes of antibiotics impact the gut microbiome to varying degrees (for example, amoxicillin has a less disruptive effect than vancomycin)^7^. Furthermore, antibiotic treatment in adults has been linked to recent weight gain^40^ and increased risk of type 2 diabetes^41^, especially after multiple courses or sustained exposure. Future studies are warranted to examine the impact of PAT at multiple phases of life, early and late.

In addition to effects on metabolism, an altered microbiota could also confer enhanced antibiotic resistance. Our metagenomic studies also provide evidence for the direct and indirect selection of antibiotic resistance genes by both PAT antibiotics, consistent with each antibiotic selecting for microbial strains containing integron(s) expressing multiple resistances. While antimicrobial resistance was not the primary focus of this study, future studies can further elucidate the pattern of gene expansion and recovery over time during and after antibiotic exposure. More information about the ways in which such changes affect the pathogenesis of gastrointestinal infection or host resistance to infection may have clinical implications.

Our study has limitations. While we demonstrate murine phenotypic differences associated with altered taxa and metagenome, causality was not established. This study cannot exclude the possibility that some of the phenotypic effects of PAT resulted directly from antibiotic exposure, rather than from microbiota-mediated changes; for example, macrolides are known to directly impact hepatic physiology^25^. However, the significant overlap in hepatic gene expression profiles in the amoxicillin- and tylosin-exposed mice was not consistent with a macrolide effect alone. In the STAT models, cecal content transplants to germ-free mice transferred growth, adiposity and immunologic phenotypes^13^, establishing the centrality of the microbiota in that antibiotic effects model. Parallel PAT models using germ-free mice will be needed to definitively establish causal relationships. Consideration was given to whether a cage effect contributes to the consistency of microbiota changes among mice exposed to the same antibiotic (Fig. 3d). As expected, co-housed mice were more similar than non-co-housed. However, regardless of cage assignment, all mice that received tylosin (tylosin and mixture groups) were far more similar to each other than to control mice or those that received amoxicillin. That patterns of microbial clustering were consistent based on antibiotic exposure, regardless of caging, providing evidence that cage effect does not explain the observed phenomena.

Pulsed antibiotic treatment affected the metabolism of young mice. Although differences were observed and the overall magnitude was small, both the beta-lactam (amoxicillin) and the macrolide (tylosin) significantly affected early growth, lean muscle mass, bone development and hepatic gene expression. Because the antibiotics used represent the classes most widely prescribed to children, and that our findings were consistent with effects of early life sub-therapeutic antibiotic exposures^12^,^13^, this new model extends hypotheses that early-life antibiotic exposures could have long-term developmental metabolic effects, as supported by animal models^12^,^13^ and human epidemiological studies^26^,^35^,^37^,^38^,^39^. In addition, early-life PAT had extensive effects on the gut microbiota that continued at least 120 days after the last exposure, involving changes in both richness and community structure; an unexpected finding, but clear and consistent. These phenomena require further study, especially to characterize the extent of perturbation and establish whether the microbes or antibiotics are the drivers of physiological changes.

## Methods

### Mouse husbandry

Male and female C57BL/6J mice were obtained at 6 weeks of age from The Jackson Laboratories (Bar Harbor, ME) and bred to produce the study group litters. Mice were weaned at day 27 and separated by sex to retain only females. Runts, defined as mice weighing less than two s.d. below the mean weight of female C57BL/6J mice at day 28 of life (Jackson Laboratory Mouse Phenome Database), were excluded from the experiment. All retained mice within each litter remained in the same treatment group and were co-housed with each other only; mice from separate litters within the same treatment group were maintained in separate cages. Each treatment group included mice from at least two different litters (see Fig. 3d). Mice were maintained on a 12-h light/dark cycle and allowed ad libitum access to food and water. At day 41, mice were switched from standard 10% kcal fat rodent chow (PicoLab Rodent Diet 20; LabDiet, Brentwood, MO) to 45% kcal fat rodent chow (OpenSource Diets D12451; Research Diets, Inc., New Brunswick, NJ) (Supplementary Figure 1). All mouse protocols were approved by the New York University School of Medicine Institutional Animal Care and Use Committee.

### Antibiotic treatment

Mice were divided into four study groups; control mice received no antibiotics, while treatment group mice received three antibiotic courses: at days 10–15, 28–31 and 37–40 of life, amoxicillin, tylosin or mixture (sequential courses of tylosin, amoxicillin and tylosin). Among the macrolides, tylosin was selected owing to its water solubility, stability of solution at room temperature and well-documented pharmacokinetics in animals^42^.

Tylosin tartrate and amoxicillin trihydrate (Sigma Aldrich, St. Louis, MO) were dissolved in distilled deionized water at concentrations of 0.333 and 0.167 mg ml^−1^, respectively, to provide mice with 50 mg of tylosin or 25 mg of amoxicillin per kg body mass per day, based on an estimated daily water consumption of 150 ml per kg body mass. Untreated water, provided by the facility, was acidified to ∼pH 2.7. Experimental antibiotic doses were determined based on pharmacokinetics of typical human paediatric exposures. In human children, amoxicillin dosed at 45 mg kg^−1^ per day achieved a peak serum concentration of 7.4 μg ml^−1^ over an average of 3 days^43^ with an average time to peak of 1–2 h (http://www.accessdata.fda.gov/drugsatfda_docs/label/2008/050542s24,050754s11,050760s10,050761s10lbl.pdf). As the recommended dose for infants ≤3 months of age is 30 mg kg^−1^ per day, very young children are likely exposed to a slightly lower peak serum concentration. In rodents, oral administration of 25 mg kg^−1^ of amoxicillin achieves similar pharmacokinetic parameters, peaking in less than an hour at a concentration of 5.0 μg ml^−1^ in the plasma, with a half life of 0.3 h (refs 44, 45). In human children, the therapeutic macrolide azithromycin dosed at 10 (day 1) and 5 (days 2–5) mg kg^−1^ per day, a recommended regimen for acute otitis media ( http://labeling.pfizer.com/ShowLabeling.aspx?id=511) achieves a peak serum concentration of 0.2 μg ml^−1^ with an average time to peak of 1.8 h (ref. 46). In rodents, oral administration of 50 mg kg^−1^ of tylosin, a veterinary macrolide, achieves similar pharmacokinetic parameters^42^, peaking at 1.5 h at a serum concentration of ≤1.0 and with a half-life of 0.4 h following intravenous injection.

### Body composition and growth rate analyses

Beginning at day 21 of life, body weights were measured daily for the first weeks of life, then weekly in mid- and late-life, on an Ohaus CS200 electronic scale. Body composition, including total body, lean and fat mass, percent body fat, bone mineral content, bone area and bone mineral density, was determined using dual energy X-ray absorptiometry (DEXA) with a Lunar PIXImus II mouse densitometer (GE Medical Systems, Waukesha, WI), as described^12^ on or near days 28, 45, 90 and 135 of life. Anaesthesia was maintained with 0.5% isofluorane in oxygen. Mice were sacrificed by CO_2_ narcosis and cervical dislocation and blood was collected via cardiac puncture and the liver and pancreas were collected. All samples were either fixed in formalin or snap frozen and stored at −80 °C until processing.

### Serum hormone analysis

A protease inhibitor solution contained 0.1 ml protease inhibitor cocktail (AEBSF, aprotinin, bestatin, EDTA, E-64, leupeptin; Sigma Aldrich), 0.1 g 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride (AEBSF; Sigma Aldrich), and 0.9 ml dipeptidyl peptidase-4 (DDPIV) inhibitor solution (EMD Millipore Corporation, Billerica, MA). Blood collected at sacrifice was mixed 100:1 with the stock protease inhibitor. Blood cells and serum were separated by centrifugation (1,000*g* for 10 min) and serum was frozen at −70 °C. Serum specimens (100 μl) were examined using a Mouse Gut Hormone Panel (EMD Millipore Corporation) using a Luminex 200 analyser (Millipore). Two-sided Wilcoxon Rank-Sum tests were used for group comparisons.

### Statistical analysis of longitudinal weight and DEXA data

Longitudinal analysis of early-life (weeks 3–5) and mid- and late-life (weeks 6–24) weights were modeled by a linear trend model. For early life weight, the daily group means of mouse weight were fit into the following model:

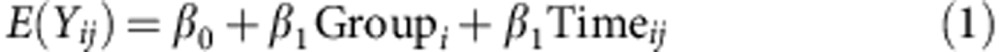

For mid- and late-life weights, the weekly group means of mouse weight were fit into the following linear spline model with common knots at week 15:

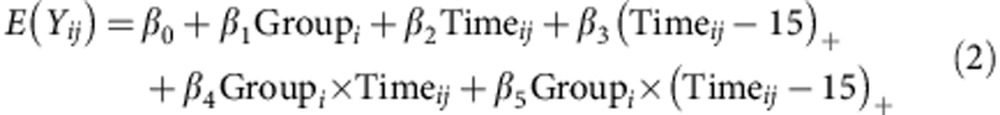

where *Y_ij_* is the weight of *i*th mouse at the *j*th time point; group=0 indicates the control group and Group=1 indicates the PAT group; and (*x*)+ is defined as a function that equals *x* when *x* is positive and is equal to zero otherwise. With the above models, we performed the group comparisons of changing trends over the periods of weeks 3–5, 6–14 and 15–24 (‘early’, ‘mid’ and ‘late’, respectively). Group means of DEXA measurements also were fit to a linear spline model similar to equation (2) with two common knots at week 6 and 15 and analysed over the same ‘early’, ‘mid’ and ‘late’ periods. The MIXED procedures of SAS software (version 9.2; SAS Institute, Inc., Cary, NC) were used to perform the tests and calculate the estimates.

### Statistical analysis of qPCR data

The normality of the data was first tested using the Shapiro–Wilk test. Two sided *t*-test and Wilcoxon Rank-Sum tests were used for group comparison on the normal and non-normal data separately.

### Statistical analysis of serum data

Two-sided Wilcoxon Rank-Sum tests were used for group comparison.

### DNA isolation and analysis

Beginning at day 21 of life, faecal pellets were collected daily for the first weeks of life, and weekly in mid- and late-life, then stored at −20 °C until processing. DNA was extracted from pellets using the PowerSoil DNA isolation kit (Mo Bio Laboratories Inc., Carlsbad, CA) and stored at −20 °C. qPCR was performed in duplicate, using the SYBR Green 1 Master Kit on a LightCycler 480 (Roche Applied Science, Indianapolis, IN). Bacterial standards were cloned into pGEM-T Easy vector following standard procedures and purified using plasmid purification QIAfilter Midi Kit (QIAGEN Inc., Valencia, CA), using described protocols and primers for total bacteria, Bacteroidetes and Firmicutes^47^. For fixed time point statistical comparisons, a Shapiro–Wilk normality test was first performed on each qPCR variable for each group. Two-sided *t*-tests and Wilcoxon Rank-Sum tests were used for group comparisons on the normal and non-normal data, respectively.

### Histology and immunohistochemistry

Liver and pancreas tissue specimens were collected into formalin at sacrifice. Specimens were processed on a Tissue Tek VIP E150/300 tissue processor (Sakura Finetek USA Inc., Torrance, CA) and embedded in paraffin. Digital image analysis of liver samples was performed as described^48^. Hematoxylin–and-eosin-stained liver sections were assessed blindly and independently by two readers. Ten arbitrarily selected images at × 200 magnification for each mouse liver biopsy were produced to ensure a representative sample for each specimen. Extent of steatosis, lobular inflammation and hepatocyte ballooning were assessed using the non-alcoholic fatty liver disease Activity Scoring System^49^. Hepatocyte percent in each specimen exhibiting any degree of steatosis was assigned a score as follows: 0=<5%, 1=5–14%, 2=15–29%, 3=30–65% and 4=>65%, as described. Micro- and macro-vesicular steatosis were defined as diameter ≤15 and >15 μm, respectively. Steatosis with diameter ≤1 μm, difficult to differentiate from staining artifacts or heptocyte ballooning, was excluded from the scoring assessment. Steatosis, lobular inflammation and hepatocyte ballooning also were scored using the non-alcoholic fatty liver disease Activity Scoring System by a third reader examining the entirety of each liver specimen at × 200 magnification. Hematoxylin-and-eosin-stained pancreas sections were similarly assessed blindly and independently by two readers, counting the number of islets per slide and measuring the diameter of the largest islet in each slide and the number of constituent cells.

### Liver gene expression

Liver sections collected at sacrifice were kept overnight in RNAlater at 4 °C and then stored dry at −80 °C. Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Germantown, MD), according to the manufacturer’s instructions. Total RNA quantity was determined by Nanodrop ND-1000 and quality was determined by agarose gel and the Agilent 2100 bioanalyzer. Total RNA was used to prepare cDNA following the 3′ IVT Express Kit labelling protocol (Affymetrix, Santa Clara, CA) and hybridized to the Affymetrix Mouse Genome 430 2.0 Array chip (Affymetrix, Santa Clara, CA) for expression profiling of PAT and control groups. Microarray data were analysed using the Limma package in the R interface. The raw microarray data were normalized using the robust multi-array average method^50^. Differentially expressed genes were found using the empirical Bayes moderated *t*-statistics^51^. Probes with *P*-value<0.01 and |log_2_fold change| >0.5 were considered to be differentially expressed. Alterations in predicted biological functions were detected with Ingenuity Pathway Analysis (Qiagen, Germantown, MD).

For validation by qPCR, 1 μg of total RNA was reverse transcribed to cDNA using SuperScript II reverse transcriptase (Applied Biosystems). To design primers for genes of interest and housekeeping genes, Ensembl and Primer3 were used. Primer pairs were designed to span the intron closest to the 3′ end of the simplest protein-coding transcript. qPCR was performed on a 384-well plate with Power SYBR Green (Applied Biosystems) and run on a ViiA7 Real Time qPCR system (Applied Biosystems), using 0.5 μM primer concentration and 75 ng of cDNA. Target mRNA was normalized using the ΔΔ*C*t method. All target genes were normalized to GAPDH mRNA. Liver Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and Hspb1 cDNA transcripts were quantified by RT–qPCR using the Roche LightCycler480 with the following cycling parameters: 95 °C 5 min, then 45 cycles of 95 °C 10 s, 60 °C 10 s and 72 °C 20 s. Primers for GAPDH were F: 3′-TGGTGAAGGTCGGTGTGAAC-5′, R: 3′-CCATGTAGTTGAGGTCAATGAAGG-5′, and primers for Hspb1 were F: 3′-GGCTACATCTCTCGGTGCTT-5′, R: 3′-CTCAGGGGATAGGGAAGAGG-5′.

### Bomb calorimetry

Faecal calories were measured using a Parr 6725 Semi-micro calorimeter. Faecal pellets obtained during experiment days 31, 69, 101, 123 and 160 were dehydrated overnight at 56 °C with a silica gel desiccant. The calorimeter was calibrated at the start of each day’s run using a benzoic acid standard to determine the energy equivalent value. After the experimental calorimetric measurements were obtained, the energy equivalent value was verified using a second benzoic acid standard to ensure intra-run machine consistency. The final results were corrected for fuse length and expressed as calories per gram of dry sample weight.

### Faecal oxalate assay

Faecal oxalate levels were measured by enzymatic determination (Trinity Biotech Oxalate Kit, Jamestown, NY). Individual faecal pellets were lyophilized for 24 h and then rehydrated with 500 μl of water, vortex-mixed, acidified to pH<1 with 10N HCl, vortex-mixed, centrifuged at 10,000*g* for 15 min, and the supernatant was used for oxalate detection. All reagent and sample amounts were adjusted to 0.1 × of the kit protocol. Each sample was run in duplicate, absorbance was measured at 595 nm, and the means for duplicate samples normalized to dry weight.

### Metagenomics

Faecal pellets from three representative mice from the control, tylosin and amoxicillin groups at six time points each, as well as six pre-birth samples from mothers, underwent metagenomic analysis generating 5 GB/sample for a total of 300 GB. Shotgun samples were barcoded and introduced to the Illumina HiSeq instrument to produce 100 base-paired end reads (Supplementary Table 2). Sequences for each sample were filtered for contaminants from the mouse genome using bwa default parameters and for low-complexity regions using dust^52^. Reads were aligned^53^ to a reference genome database including bacterial, archaeal, lower eukaryotic and viral genomes, and a phylogenetic map was developed. In brief, the cleaned reads were aligned to a database of nearly 6,000 reference genome sequences as described^54^ using CLC (CLCbio) with the parameters –l 0.75 –s 0.8, requiring alignments to meet an 80% id+75% aligned length cutoff. The breadth (percent of covered bases over the length of the reference genome) and depth (sum of the depths of each covered base divided by the length of the genome) of coverage were calculated based on all alignments of each genome represented in the database using RefCov ( http://gmt.genome.wustl.edu/packages/refcov/index.html). The genomes with substantial alignments (>1% depth and 1% breadth) were accepted. The coverage values were then normalized to aligned reads to calculate depth of coverage per million reads values. The depth of coverage per million reads values were clustered using the Manhattan distance metric with R and the resulting newick tree was visualized in iTOL^55^.

Metagenomic shotgun reads from each sample were searched against the KEGG gene database (version 58) using Mblastx^56^ with the following parameters "-M 30 -m 20 -e 1 -f S ". The search results were run through HUMAnN^57^, a pipeline developed for obtaining enzyme and pathway abundance and coverage from metagenomic communities. Differentially expressed enzymes and pathways were identified using LEfSe^21^ with default parameters.

### Metagenomic analysis of microbial oxalate metabolism

To perform functional analysis of microbial oxalate degradation, query contigs were assembled using the CLC de novo assembler as noted above, using all reads mapping to the three oxalate metabolizing genes (*frc*, *oxc* and *oxlT*) present in the KEGG orthology compendium. The resulting contigs were mapped using BLASTX^58^ against all microbial sequences stored in KEGG (as of December 2012) that satisfied quality fitness scores. Output was generated in BLASTX format 8 (‘*-mformat 8*’ BLASTX parameter), as FASTA data files collected on a per-sample basis. Output files were processed via HUMAnN^57^ to obtain relative abundance of the corresponding KEGG orthologous oxalate metabolizing genes (referred as genomic identifiers (GIDs)). To determine most impactful (dietary or antibiotic) environmental factors, hierarchical cluster analysis of ortholog presence was performed based on Euclidean distance of GID using the heatmap function, part of the R core package^59^. To visualize relative abundance of presence patterns, abundance quantification as output by HUMAnN was formatted and generated using the R function ggplot2 (ref. 60). Quantitation of total GID fluctuation of the oxalate-metabolizing genes by experimental group and by time point was performed using the Python scripting language, processing raw output from HUMAnN into R-compatible data tables.*****

### Microbial 16S informatics

For each of the study mice, 14 timed samples were studied and several samples from the mothers also were examined, for a total of 338 samples. The methods used for 16S rRNA sequencing were those of the Human Microbiome Project^61^. Roche 454 sequencing of the V3–V5 regions on the 454 FLX platform was performed. The average number of reads was nearly 7,000 per sample, which was sub-sampled to an average of 3,000 reads to reduce the variation in sampling per sample. The downstream processing of 16S rRNA sequences was performed as previously described^62^. In short, the quality-filtered sequences were clustered in QIIME v1.3.0^63^ into 97% identity OTUs. The clusters and representative sequences were determined using UCLUST programme^64^, followed by taxonomy assignment using the RDP Classifier^65^ executed at 80% bootstrap confidence cutoff. Phylogenetic relationship between the OTUs was determined by application of FASTTREE to the PyNAST^66^ alignment of the representative sequences with the Greengenes core-set alignment template. The obtained phylogenetic tree and abundance tables were used to calculate unweighted and weighted UniFrac β diversity indices^67^. The OTU absolute abundance table and UniFrac β diversity matrices were extracted from the pipeline for further analysis in the R statistical programming environment^59^.

### Microbiota clustering

We followed the approach of Arumugam *et al.*^20^ to cluster the microbial communities using the partitioning around medoids method^68^ on the square root of the Jensen–Shannon divergence distances. The Calinski–Harabasz index^69^ was used to establish the optimal number of clusters. The clustering was visualized on the principal coordinate analyses using R package ade4 (ref. 70).

### Microbiota maturity analysis

A random forests^17^ regression model was trained on the control microbiota over the course of the experiment to predict chronological age as a function of microbial composition, as described^18^. Each model was built growing 10,000 trees per forest and *n*/3 variables (OTUs) randomly sampled at each split, where *n* is the total number of OTUs in each model. The model was first generated using all OTUs, then refined using 100-fold cross-validation to determine the minimum number of predictive OTUs required to minimize model error, based on % decrease in mean square error. From this, 42 OTUs were selected to train the final model and explained 81.3% of the total variation of the model. OTU importance was ranked by the % increase in mean square error that occurs when that OTU is removed from the model. The maturity index model was used to predict day of life based on microbiota composition. The mouse age predicted by the model (microbiota age) was used to calculated microbial maturity and MAZ as described^18^, using the following formulae:

Microbial maturity (MM)=microbiota age−median microbiota age of control mice of similar age.

MAZ=MM/s.d. of microbiota age of control mice of similar age.

Significant differences in average MAZ for control and PAT mice at each time point were calculated with one-way ANOVA, followed by Fisher’s least significant difference tests with false-discovery rate error correction. OTU relative abundances were plotted on a heatmap using R package heatmap.2.

### Antimicrobial resistance gene analysis

Host contamination free and high-quality metagenomic shotgun reads were aligned to the Antibiotic Resistance Genes Database ( http://ardb.cbcb.umd.edu/) using RAPSearch2 ( http://omics.informatics.indiana.edu/mg/RAPSearch2/), a translated alignment tool. Resistance gene reads were defined if reads were at least 90% identity to the reference at amino acid level and 75% of the read length was mapped to the reference.

## Additional information

**Accession codes:** The microbial 16S rRNA and metagenomic data have been deposited in the SRA database under the project number PRJNA283552. The liver microarray data have been deposited in the GEO database under accession code GSE68603.

**How to cite this article:** Nobel, Y. R. *et al.* Metabolic and metagenomic outcomes from early-life pulsed antibiotic treatment. *Nat. Commun.* 6:7486 doi: 10.1038/ncomms8486 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
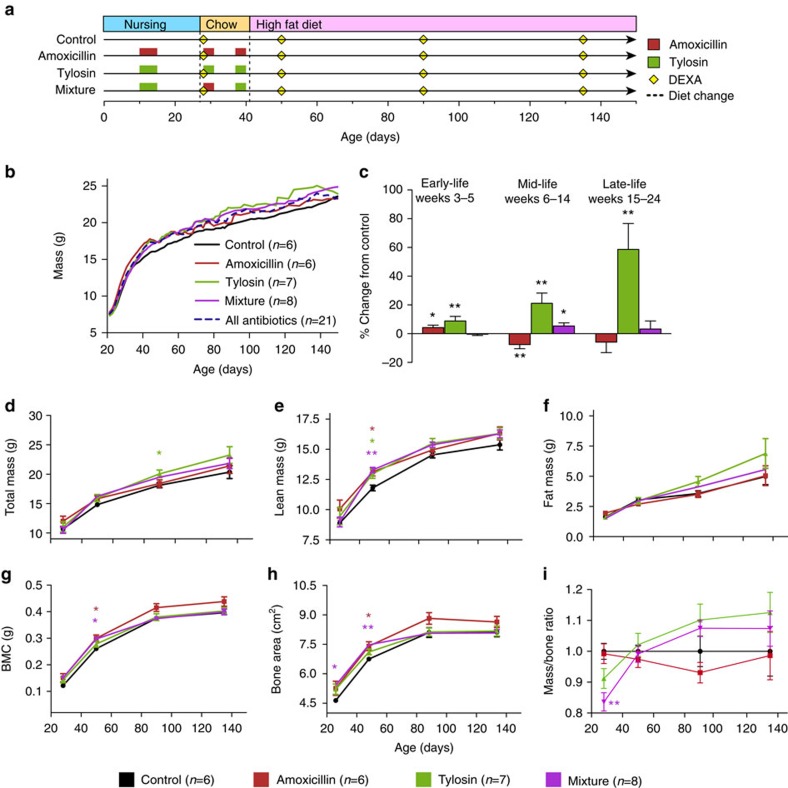
Effect of PAT on growth. (**a**) Timeline of antibiotic pulses and dietary changes. (**b**) Scale weight of mice. (**c**) Growth rates in early-, mid-, and late-life expressed as percent difference from control. (**d–h**) Dual energy X-ray absorptiometry measurements. (**d–f**) Total, lean and fat mass; (**g**) bone mineral content (BMC) and (**h**) bone area. (**i**) Calculated total body mass-to-bone area ratio is represented as a fraction of control. *P<0.05, **P<0.01, ANOVA with Dunnett's post test. (**c–h**) Bars represent standard error of the mean. Number of mice: control, *n*=6; amoxicillin, *n*=6; tylosin, *n*=7 and mixture, *n*=8.

**Figure 2:**
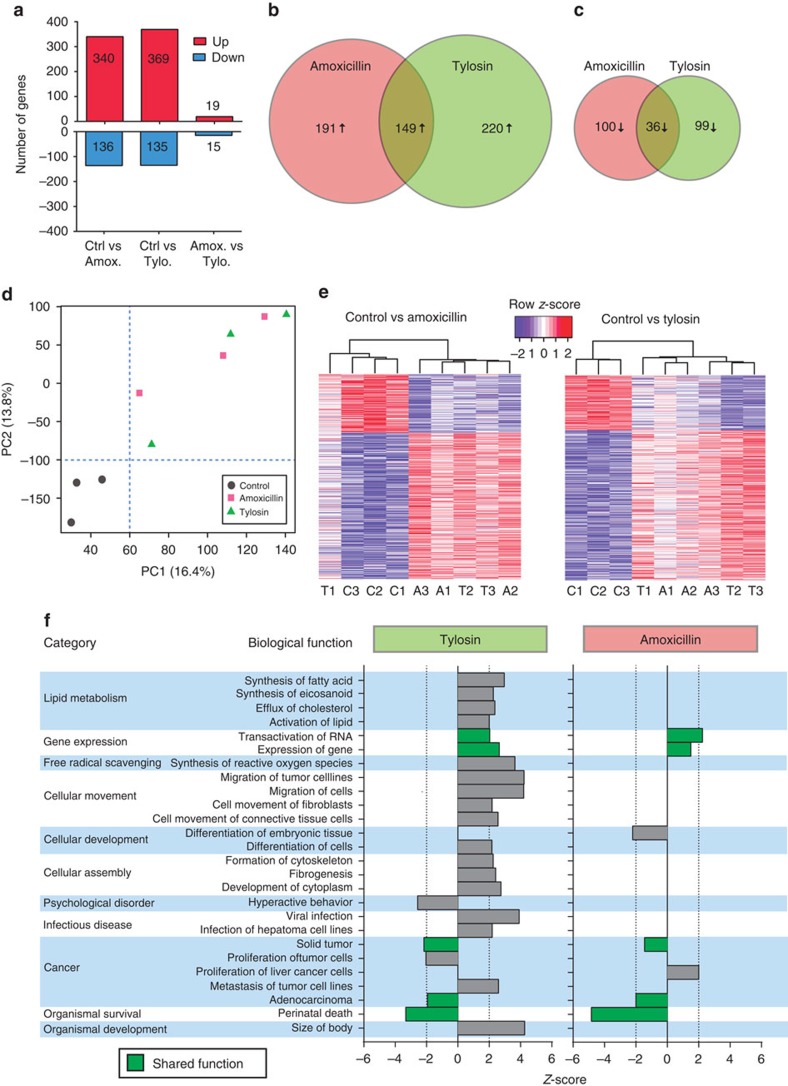
PAT alters hepatic gene expression. (**a**) Number of differentially expressed genes (*P*<0.01 and |log_2_fold change|>0.5) that are up- or down-regulated in the underlined group with respect to the comparator group. (**b**,**c**) Venn diagrams showing numbers of upregulated or downregulated genes, respectively, that are shared or unique. (**d**) Principal component analysis plot of hepatic gene expression data, representing 30.2% of total variation. (**e**) Expression of hepatic genes significantly altered by amoxicillin or tylosin with respect to control. (**f**) Predicted biological functions that are differentially represented (*P*<0.05, z-score |2|) based on Ingenuity Pathway Analysis of hepatic expression. Amox., amoxicillin; Ctrl, control; Tylo., tylosin.

**Figure 3:**
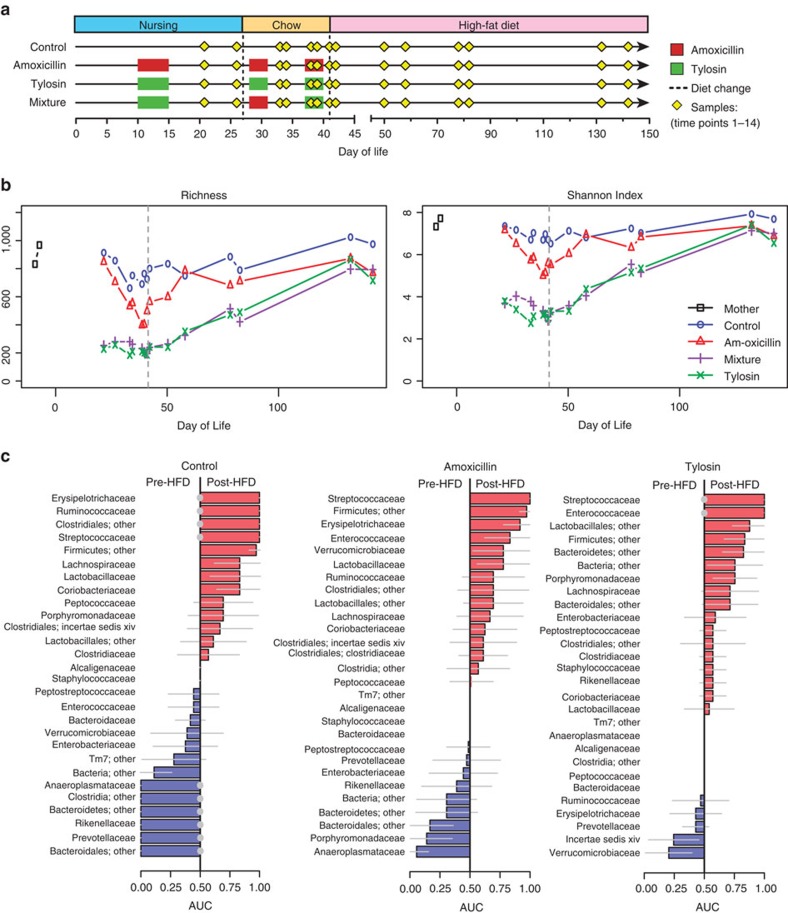
Ecological outcomes from early-life PAT and response to dietary intervention. (**a**) Experimental design and timing of microbiota samples. (**b**) α-diversity measured at a coverage depth of 3,000 sequences per sample. (**c**) Differentiating bacterial families immediately before and after introduction of HFD. Area-under-curve (AUC) with 95% confidence intervals (grey lines) for differentiating pre-HFD and post-HFD mice is plotted by treatment group in major families (>1% relative abundance in at least one mouse). Significantly predictive results (Mann–Whitney test) after false-discovery rate correction (*q*<0.05) are indicated by grey-filled circles.

**Figure 4:**
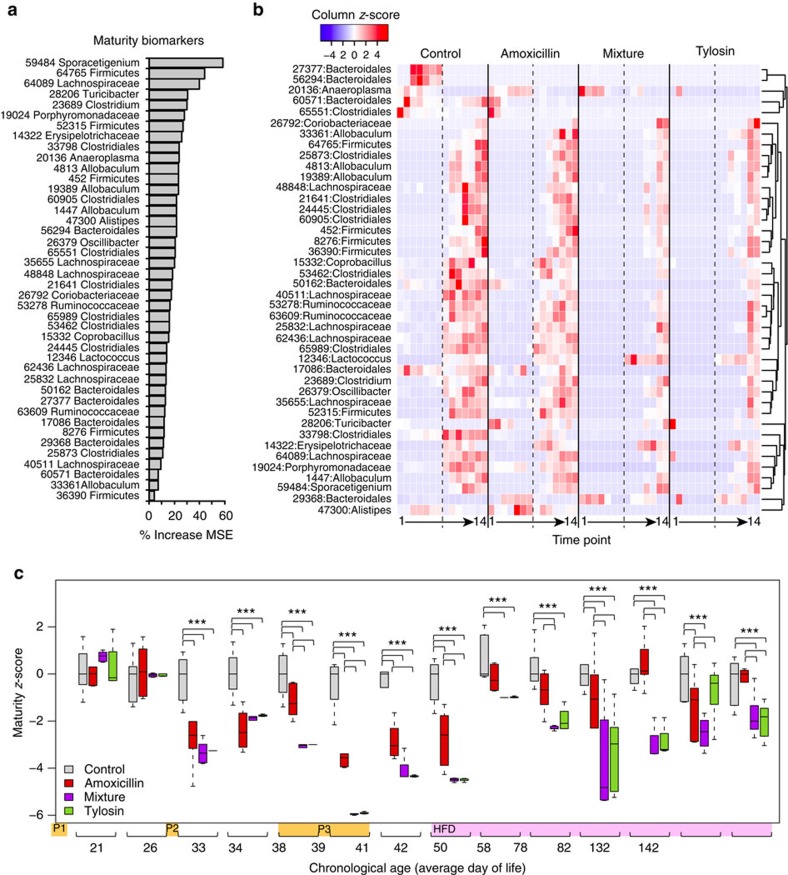
The effect of early-life PAT on microbiota maturity and dietary responses. (**a**) The OTUs that predict maturity and explained the greatest degree of variation in the model, ranked by contribution to reduction of mean square error (MSE). (**b**) Abundance of predictive OTUs over time. Dashed lines indicate introduction of HFD, time points 1–14 correspond to sequential samples (correlating with increasing day of life). (**c**) Average MAZ over time; *z*-score=0 indicates appropriate maturation; higher or lower z-scores indicate accelerated or delayed microbiota development, respectively. *** *P*<0.001 one-way ANOVA with Fisher’s least significant difference adjusted for false-discovery rate.

**Figure 5:**
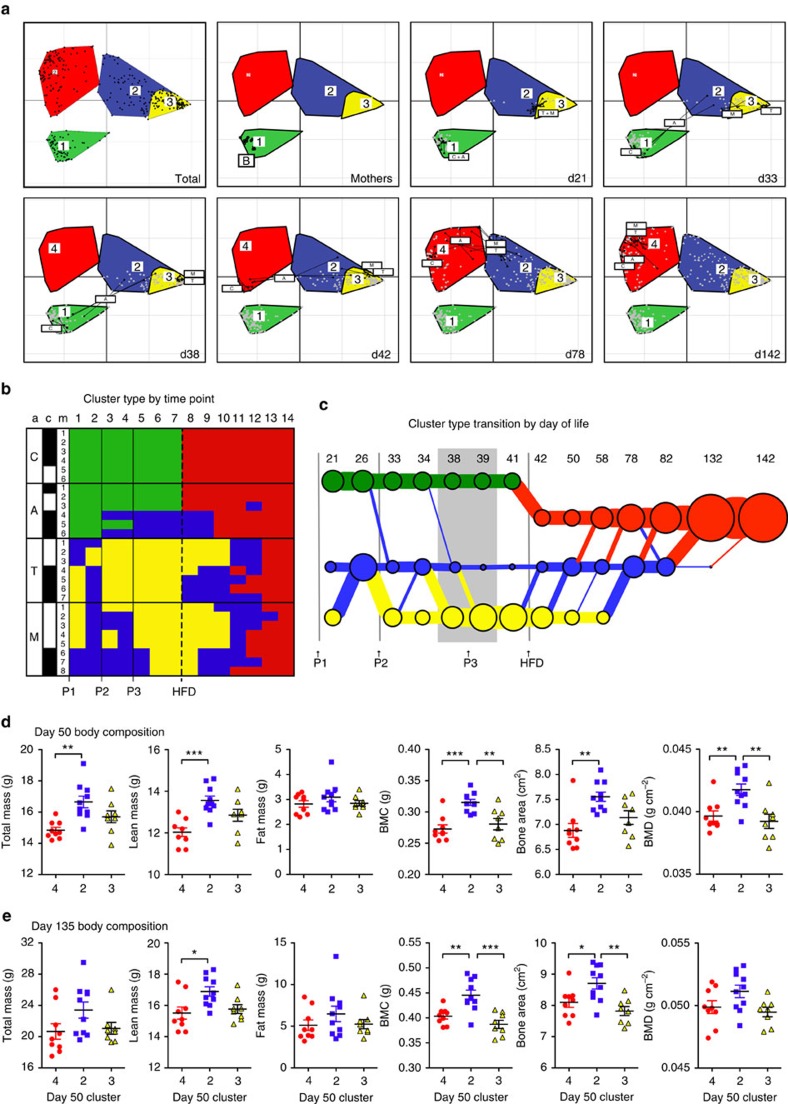
Dynamics of disruption, recovery and response to HFD. (**a**) Community structure over time within the four clusters identified by Calinski analysis shown for mothers and for pups at selected representative time points: after the first, second and third antibiotic pulses and after starting HFD. (**b**) Cluster assignment by mouse and time point. a, antibiotic group; c, cage (bars indicate mice in the same cage); m, mouse. Time points 1–14 correspond to sequential samples (correlating with increasing day of life). (**c**) Microbiota transition map, circles and lines are scaled to represent number of mice in each cluster (circle) or transitioning (line) between clusters. (**d**,**e**), Body composition grouped by day 50 cluster type at ∼50 days of life (**d**) and at ∼135 days of life (**e**). *P<0.05, **P<0.01, ***P<0.001, ANOVA with Tukey-post test. C, control; A, amoxicillin; T, tylosin; M, mother.

**Figure 6:**
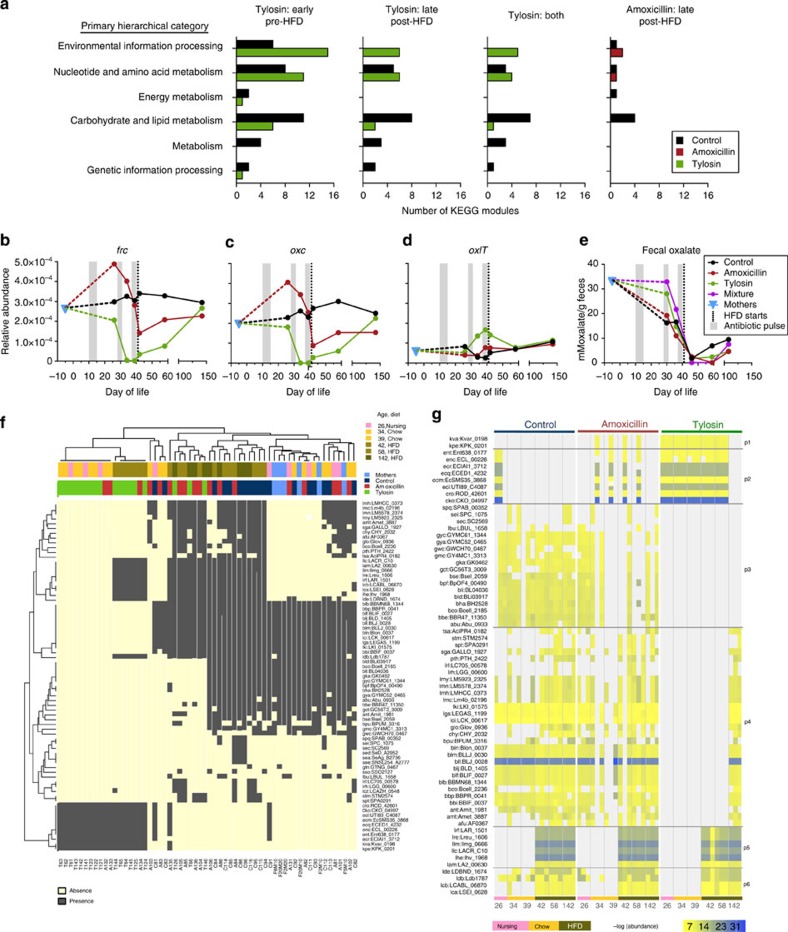
Metagenomic alterations from early-life PAT. (**a**) Number of KEGG modules significantly upregulated in PAT and control mice (*P*<0.05, LEfSe). No modules were significantly different between control and amoxicillin in early life. (**b–d**) Median relative abundance of oxalate metabolism genes over time. (**b**) *frc*, formyl-CoA transferase, (**c**) *oxc*, oxalyl-CoA decarboxylase and (**d**) *oxlT*, oxalate/formate exchanger. (**e**) Faecal oxalate levels. (**f**) Hierarchical clustering of 73 host-associated microbial *oxlT* orthologs (rows) and the associated 60 shotgun sequencing samples (columns). NC, normal chow. (**g**) Relative abundance of 67 *oxlt* orthologs; each cluster group shows a unique presence pattern by condition, diet and time.

**Figure 7:**
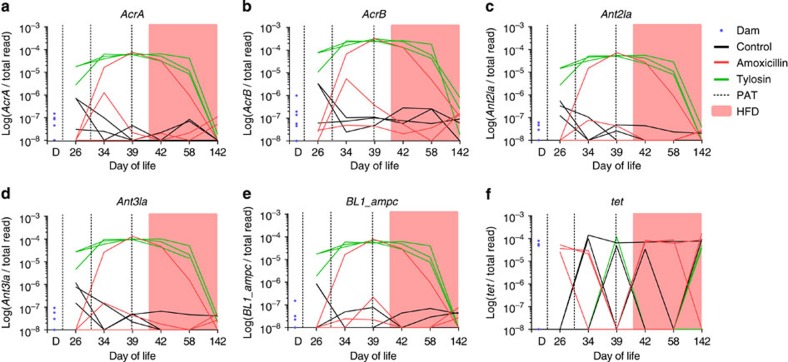
Selection for antibiotic resistance genes in the intestinal metagenome. Frequency of specified antibiotic resistance genes (**a–f**) that were detected in dams, controls, amoxicillin and tylosin mice, shown in relation to the total number of sequence reads for that sample is shown. Dotted lines, antibiotic pulses; pink, HFD.

## References

[b1] HicksL. A. *et al.* US outpatient antibiotic prescribing variation according to geography, patient population, and provider specialty in 2011. Clin. Infect. Dis. 60, 1308–1316 (2015).25747410 10.1093/cid/civ076

[b2] HershA. L., ShapiroD. J., PaviaA. T. & ShahS. S. Antibiotic prescribing in ambulatory pediatrics in the United States. Pediatrics 128, 1053–1061 (2011).22065263 10.1542/peds.2011-1337

[b3] GerberJ. S. *et al.* Variation in antibiotic prescribing across a pediatric primary care network. J. Pediatr. Infect. Dis. Soc. piu086 (2014).10.1093/jpids/piu086PMC628113626582868

[b4] TernhagA. & HellmanJ. More on U.S. outpatient antibiotic prescribing, 2010. N. Engl. J. Med. 369, 1175–1176 (2013).10.1056/NEJMc130686324047078

[b5] DellitT. H. *et al.* Infectious Diseases Society of America and the Society for Healthcare Epidemiology of America guidelines for developing an institutional program to enhance antimicrobial stewardship. Clin. Infect. Dis. 44, 159–177 (2007).17173212 10.1086/510393

[b6] RautavaS., LuotoR., SalminenS. & IsolauriE. Microbial contact during pregnancy, intestinal colonization and human disease. Nat. Rev. Gastroenterol. Hepatol. 9, 565–576 (2012).22890113 10.1038/nrgastro.2012.144

[b7] VriezeA. *et al.* Impact of oral vancomycin on gut microbiota, bile acid metabolism, and insulin sensitivity. J. Hepatol. 60, 1–8 (2014).24316517 10.1016/j.jhep.2013.11.034

[b8] CarmodyR. N. *et al.* Diet dominates host genotype in shaping the murine gut microbiota. Cell Host Microbe 17, 72–84 (2015).25532804 10.1016/j.chom.2014.11.010PMC4297240

[b9] DibnerJ. J. & RichardsJ. D. Antibiotic growth promoters in agriculture: history and mode of action. Poult. Sci. 84, 634–643 (2005).15844822 10.1093/ps/84.4.634

[b10] CoatesM. E., FullerR., HarrisonG. F., LevM. & SuffolkS. F. A comparison of the growth of chicks in the Gustafsson germ-free apparatus and in a conventional environment, with and without dietary supplements of penicillin. Br. J. Nutr. 17, 141–150 (1963).14021819 10.1079/bjn19630015

[b11] NurmiE. & RantalaM. New aspects of salmonella infection in broiler production. Nature 241, 210–211 (1973).4700893 10.1038/241210a0

[b12] ChoI. *et al.* Antibiotics in early life alter the murine colonic microbiome and adiposity. Nature 488, 621–626 (2012).22914093 10.1038/nature11400PMC3553221

[b13] CoxL. M. *et al.* Altering the intestinal microbiota during a critical developmental window has lasting metabolic consequences. Cell 158, 705–721 (2014).25126780 10.1016/j.cell.2014.05.052PMC4134513

[b14] GoldfarbD. S. Microorganisms and calcium oxalate stone disease. Nephron Physiol. 98, p48–p54 (2004).15499215 10.1159/000080264

[b15] KojimaK. *et al.* Enteric flora and lymphocyte-derived cytokines determine expression of heat shock proteins in mouse colonic epithelial cells. Gastroenterology 124, 1395–1407 (2003).12730879 10.1016/s0016-5085(03)00215-4

[b16] TurnbaughP. J. *et al.* An obesity-associated gut microbiome with increased capacity for energy harvest. Nature 444, 1027–1131 (2006).17183312 10.1038/nature05414

[b17] BreimanL. Random forests. Mach. Learn. 45, 5–32 (2001).

[b18] SubramanianS. *et al.* Persistent gut microbiota immaturity in malnourished Bangladeshi children. Nature 510, 417–421 (2014).24896187 10.1038/nature13421PMC4189846

[b19] DavidL. A. *et al.* Diet rapidly and reproducibly alters the human gut microbiome. Nature 505, 559–563 (2014).24336217 10.1038/nature12820PMC3957428

[b20] ArumugamM. *et al.* Enterotypes of the human gut microbiome. Nature 473, 174–180 (2011).21508958 10.1038/nature09944PMC3728647

[b21] SegataN. *et al.* Metagenomic biomarker discovery and explanation. Genome. Biol. 12, R60 (2011).21702898 10.1186/gb-2011-12-6-r60PMC3218848

[b22] AbrattV. R. & ReidS. J. Oxalate-degrading bacteria of the human gut as probiotics in the management of kidney stone disease. Adv. Appl. Microbiol. 72, 63–87 (2010).20602988 10.1016/S0065-2164(10)72003-7

[b23] ReynoldsL. P. & CatonJ. S. Role of the pre- and post-natal environment in developmental programming of health and productivity. Mol. Cell. Endocrinol. 354, 54–59 (2012).22154989 10.1016/j.mce.2011.11.013PMC3306485

[b24] TiniakosD. G., VosM. B. & BruntE. M. Nonalcoholic fatty liver disease: pathology and pathogenesis. Annu. Rev. Pathol. 5, 145–171 (2010).20078219 10.1146/annurev-pathol-121808-102132

[b25] KanohS. & RubinB. K. Mechanisms of action and clinical application of macrolides as immunomodulatory medications. Clin. Microbiol. Rev. 23, 590–615 (2010).20610825 10.1128/CMR.00078-09PMC2901655

[b26] CoxL. M. & BlaserM. J. Antibiotics in early life and obesity. Nat. Rev. Endocrinol. 11, 182–190 (2015).25488483 10.1038/nrendo.2014.210PMC4487629

[b27] DubosR., SchaedlerR. W. & CostelloR. L. The effect of antibacterial drugs on the weight of mice. J. Exp. Med. 117, 245–257 (1963).19867224 10.1084/jem.117.2.245PMC2137609

[b28] DubourgG. *et al.* High-level colonisation of the human gut by Verrucomicrobia following broad-spectrum antibiotic treatment. Int. J. Antimicrob. Agents 41, 149–155 (2013).23294932 10.1016/j.ijantimicag.2012.10.012

[b29] EverardA. *et al.* Crosstalk between Akkermansia muciniphila and intestinal epithelium controls diet-induced obesity. Proc. Natl Acad. Sci. USA 110, 9066–9071 (2013).23671105 10.1073/pnas.1219451110PMC3670398

[b30] CareyH. V., WaltersW. A. & KnightR. Seasonal restructuring of the ground squirrel gut microbiota over the annual hibernation cycle. Am. J. Physiol. Regul. Integr. Comp. Physiol. 304, R33–R42 (2013).23152108 10.1152/ajpregu.00387.2012PMC3543654

[b31] ShinN.-R. *et al.* An increase in the Akkermansia spp. population induced by metformin treatment improves glucose homeostasis in diet-induced obese mice. Gut 63, 727–735 (2013).23804561 10.1136/gutjnl-2012-303839

[b32] QinJ. *et al.* A metagenome-wide association study of gut microbiota in type 2 diabetes. Nature 490, 55–60 (2012).23023125 10.1038/nature11450

[b33] CoxL. M. & BlaserM. J. Pathways in microbe-induced obesity. Cell Metab. 17, 883–894 (2013).23747247 10.1016/j.cmet.2013.05.004PMC3727904

[b34] YatsunenkoT. *et al.* Human gut microbiome viewed across age and geography. Nature 486, 222–227 (2012).22699611 10.1038/nature11053PMC3376388

[b35] BaileyL. C. *et al.* Association of antibiotics in infancy with early childhood obesity. JAMA Pediatr. 168, 1063–1069 (2014).25265089 10.1001/jamapediatrics.2014.1539

[b36] BlaserM. J. Who are we? Indigenous microbes and the ecology of human diseases. EMBO Rep. 7, 956–960 (2006).17016449 10.1038/sj.embor.7400812PMC1618379

[b37] AjslevT. A., AndersenC. S., GamborgM., SørensenT. I. A. & JessT. Childhood overweight after establishment of the gut microbiota: the role of delivery mode, pre-pregnancy weight and early administration of antibiotics. Int. J. Obes. (Lond.) 35, 522–529 (2011).21386800 10.1038/ijo.2011.27

[b38] AzadM. B., BridgmanS. L., BeckerA. B. & KozyrskyjA. L. Infant antibiotic exposure and the development of childhood overweight and central adiposity. Int. J. Obes. (Lond.) 38, 1290–1298 (2014).25012772 10.1038/ijo.2014.119

[b39] TrasandeL. *et al.* Infant antibiotic exposures and early-life body mass. Int. J. Obes. (Lond.) 37, 16–23 (2013).22907693 10.1038/ijo.2012.132PMC3798029

[b40] ThunyF. *et al.* Vancomycin treatment of infective endocarditis is linked with recently acquired obesity. PLoS ONE 5, e9074 (2010).20161775 10.1371/journal.pone.0009074PMC2818846

[b41] BoursiB., MamtaniR., HaynesK. & YangY. X. The effect of past antibiotic exposure on diabetes risk. Eur. J. Endocrinol. 172, 639–648 (2015).25805893 10.1530/EJE-14-1163PMC4525475

[b42] LewickiJ. Tylosin A review of pharmacokinetics, residues in food animals and analytical methods. *United Nations Food and Agriculture Organization* ftp://ftp.fao.org/ag/agn/food/tylosin_2006.pdf (2006).

[b43] FonsecaW., HoppuK., ReyL. C., AmaralJ. & QaziS. Comparing pharmacokinetics of amoxicillin given twice or three times per day to children older than 3 months with pneumonia. Antimicrob. Agents Chemother. 47, 997–1001 (2003).12604533 10.1128/AAC.47.3.997-1001.2003PMC149282

[b44] AndesD. & CraigW. A. In vivo activities of amoxicillin and amoxicillin-clavulanate against streptococcus pneumoniae: application to breakpoint determinations. Antimicrob. Agents Chemother. 42, 2375–2379 (1998).9736566 10.1128/aac.42.9.2375PMC105836

[b45] DuX., LiC., SunH. K., NightingaleC. H. & NicolauD. P. A sensitive assay of amoxicillin in mouse serum and broncho-alveolar lavage fluid by liquid–liquid extraction and reversed-phase HPLC. J. Pharm. Biomed. Anal. 39, 648–652 (2005).15935600 10.1016/j.jpba.2005.04.021

[b46] NahataM. C., KoranyiK. I., LukeD. R. & FouldsG. Pharmacokinetics of azithromycin in pediatric patients with acute otitis media. Antimicrob. Agents Chemother. 39, 1875–1877 (1995).7486938 10.1128/aac.39.8.1875PMC162845

[b47] GuoX., XiaX., TangR. & WangK. Real-time PCR quantification of the predominant bacterial divisions in the distal gut of Meishan and Landrace pigs. Anaerobe 14, 224–228 (2008).18524640 10.1016/j.anaerobe.2008.04.001

[b48] LeveneA. P. *et al.* Quantifying hepatic steatosis–more than meets the eye. Histopathology 60, 971–981 (2012).22372668 10.1111/j.1365-2559.2012.04193.x

[b49] KleinerD. E. *et al.* Design and validation of a histological scoring system for nonalcoholic fatty liver disease. Hepatology 41, 1313–1321 (2005).15915461 10.1002/hep.20701

[b50] IrizarryR. A. Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res. 31, 15e (2003).10.1093/nar/gng015PMC15024712582260

[b51] SmythG. K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol. 3, 1–25 (2004).10.2202/1544-6115.102716646809

[b52] HancockJ. M. & ArmstrongJ. S. SIMPLE34: an improved and enhanced implementation for VAX and Sun computers of the SIMPLE algorithm for analysis of clustered repetitive motifs in nucleotide sequences. Comput. Appl. Biosci. 10, 67–70 (1994).7514951 10.1093/bioinformatics/10.1.67

[b53] LiH. & DurbinR. Fast and accurate short read alignment with Burrows–Wheeler transform. Bioinformatics 25, 1754–1760 (2009).19451168 10.1093/bioinformatics/btp324PMC2705234

[b54] MartinJ. *et al.* Optimizing read mapping to reference genomes to determine composition and species prevalence in microbial communities. PLoS ONE 7, e36427 (2012).22719831 10.1371/journal.pone.0036427PMC3374613

[b55] LetunicI. & BorkP. Interactive Tree Of Life v2: online annotation and display of phylogenetic trees made easy. Nucleic Acids Res. 39, W475–W478 (2011).21470960 10.1093/nar/gkr201PMC3125724

[b56] DavisC. mBLAST: keeping up with the sequencing explosion for (meta) genome analysis. J. Data Mining Genomics Proteomics 4, 135 (2013).26500804 10.4172/2153-0602.1000135PMC4612494

[b57] AbubuckerS. *et al.* Metabolic reconstruction for metagenomic data and its application to the human microbiome. PLoS Comput. Biol. 8, e1002358 (2012).22719234 10.1371/journal.pcbi.1002358PMC3374609

[b58] ZhaoK. & ChuX. G-BLASTN: accelerating nucleotide alignment by graphics processors. Bioinformatics 30, 1384–1391 (2014).24463183 10.1093/bioinformatics/btu047

[b59] R_Development_Core_Team. R: A language and environment for statistical computing R Foundation for Statistical Computing (2012).

[b60] WickhamH. ggplot2: elegant graphics for data analysis Springer (2009).

[b61] Human Microbe Project Consortium. Framework for human microbiome research. Nature 486, 215–221 (2012).22699610 10.1038/nature11209PMC3377744

[b62] AlekseyenkoA. *et al.* Community differentiation of the cutaneous microbiota in psoriasis. Microbiome 1, 31 (2013).24451201 10.1186/2049-2618-1-31PMC4177411

[b63] CaporasoJ. *et al.* QIIME allows analysis of high-throughput community sequencing data. Nat. Methods 7, 335–336 (2010).20383131 10.1038/nmeth.f.303PMC3156573

[b64] EdgarR. C. Search and clustering orders of magnitude faster than BLAST. Bioinformatics 26, 2460–2461 (2010).20709691 10.1093/bioinformatics/btq461

[b65] WangQ., GarrityG., TiedjeJ. & ColeJ. Naive Bayesian classifier for rapid assignment of rRNA sequences into the new bacterial taxonomy. Appl. Environ. Microbiol. 73, 5261–5267 (2007).17586664 10.1128/AEM.00062-07PMC1950982

[b66] PriceM. N., DehalP. S. & ArkinA. P. FastTree 2—approximately maximum-likelihood trees for large alignments. PLoS One 5, e9490 (2010).20224823 10.1371/journal.pone.0009490PMC2835736

[b67] LozuponeC. & KnightR. UniFrac: a new phylogenetic method for comparing microbial communities. Appl. Environ. Microbiol. 71, 8228–8235 (2005).16332807 10.1128/AEM.71.12.8228-8235.2005PMC1317376

[b68] ReynoldsA., RichardsG., de la IglesiaB. & Rayward-SmithV. Clustering rules: a comparison of partitioning and hierarchical clustering algorithms. J. Math. Model. Algorithm 5, 475–504 (1992).

[b69] CalinskiR. & HarabaszJ. A dendrite method for cluster analysis. Comm. Stat. 3, 1–27 (1974).

[b70] DrayS. & DufourA.-B. The ade4 package: implementing the duality diagram for ecologists. J. Stat. Softw. 22, 1–20 (2007).

How the deposited data were processed for this re-analysis (not part of the article)

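Liver RNA from 9 samples, 3 from each of the control, amoxicillin and tylosin groups, was hybridized to Affymetrix mouse expression arrays, 1 array per sample. Before they deposited the data, the authors normalized the arrays with RMA in the affy package, and the values are log2 expression values. The versions of these tools are not given in the sources used here. The values ran from 2 to 14.71 on the log2 scale, as they would for RMA output, and no pair of arrays was identical. The raw intensity files were not used here, so the background correction and normalization within RMA were taken as the authors made them.

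Of 45101 probe sets, 64 are controls of the manufacturer and were left out of the tests, which left 45037. In the annotation of the array, 34958 probe sets carry 1 gene symbol, 932 carry several and 9211 were unnamed. Each gene was represented by its brightest probe set, that with the highest mean over the 9 arrays, which gave 18193 genes. Genes of the lists were matched to these symbols as written or through a synonym that a single gene carries in a mouse gene annotation on GRCm38.

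Groups were compared with limma 3.58.1 in R 4.3.3, with 1 fit to all 9 arrays for amoxicillin against control, tylosin against control and tylosin against amoxicillin, and a separate fit of 6 PAT against 3 control arrays. A probe set was called at the thresholds of the paper's methods, an unadjusted P under 0.01 and an absolute log2 fold change over 0.5, with Benjamini-Hochberg adjusted p-values given beside the calls. No filter on dim probe sets was applied, since the methods name none. The 48 gene lists of metabolic pathways, stress responses, cell functions and cell types held 679 genes, of which 605 were measured, and were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of each comparison. They were tested again with an estimated correlation, with fry and with the mean of all probe sets of each gene. Shares of calls were given exact Clopper-Pearson intervals at 95%.

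The overlap of both antibiotics was set against 100 simulations with no change in either group, against shared controls. After the values were seen, the simulated lists were also taken as long as the real ones. Principal components were computed on probe sets centred and scaled to unit variance. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The genes named in the text followed a rule written before the data were examined: the genes the paper names; for each antibiotic, the 10 largest rises and 10 largest falls among called genes whose antibiotic arrays all lay on 1 side of the control arrays; the 10 genes called with both antibiotics that changed most; the 5 largest differences each way between the antibiotics; and the leading and called members of each list described. Intestinal and macrophage genes of single arrays were chosen after their values were seen.

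The procedure was tested on simulated data. Of 67 probe sets changed by a log2 fold change of 0.5, 49.3% were called at the paper's thresholds and 22.4% passed the adjusted p. Of 67 changed by 1, 97% were called and 92.5% passed the adjusted p. In the real comparison of amoxicillin with control, 15 probe sets were called higher and 8 lower with a log2 fold change over 1. Of these, 0 passed the adjusted p, so the simulated rates may overstate what these arrays recover. Of 44837 unchanged probe sets, 86 were called, and in 20 simulations with no change at all a mean of 96.7 and at most 111 probe sets were called. The simulated log2 fold change of 0.5 equals the threshold of the call. The share of probe sets with a log2 value over 6 in at least 3 arrays was 28.4%, or 12768 probe sets, and lower values carry more of the array's background.

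The replicate numbers were not used to pair samples. Of 9 pairs of arrays with the same number, 2 had a correlation of their residuals over 0.1, and 3 of 9 arrays were closest to an array of their own number. Alternatives were the adjusted p, a log2 fold change over 1, a filter on dim probe sets, median centring, quantile normalization, a trended and robust variance, array weights, fits of only the groups compared, manufacturer's controls kept, 1 probe set per gene, a block for the replicate number, and each array left out in turn. Counting different gene symbols, and leaving out amoxicillin replicate 1 and tylosin replicate 2 together, were added after the data were seen. The functional predictions of Ingenuity Pathway Analysis rest on a curated knowledge base that was not used here. Steatosis, liver mass, serum hormones, qPCR and the microbiota were not analysed here.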

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

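The tests of explanations in this part were all chosen after the results were seen.

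In 51 measures, the lowest and highest of the 6 PAT arrays were compared with the other 5, and in 5 of them an array stood apart where chance gives 2.6 (5%). In amoxicillin replicate 3 the mean of the fatty acid synthesis genes was 0.70 above the control mean. The other PAT arrays were at -0.07 to 0.21, a gap of 0.635 of the whole range. In tylosin replicate 3 the means of NRF2 and antioxidant defence (0.40, gap 0.719) and of male-biased liver genes (-0.89, gap 0.733) stood apart. So did that of the acute phase response (0.45, gap 0.655), with control replicate 3 at 0.47. In tylosin replicate 2 the mean of sex chromosome genes stood apart (0.12, gap 0.752), and all 9 arrays had Xist between 10.73 and 11.55.

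Amoxicillin replicate 1 and tylosin replicate 2 held transcripts of the intestine that the paper does not analyse: over 31 markers that are dim in control livers, the median stood 0.50 and 0.32 above the control mean. Reg3b was at 10.18 and 9.72 (and at 7.75 in tylosin replicate 1), the goblet cell lectin Zg16 at 8.71 and 8.41, the ileal bile acid binding protein Fabp6 at 7.92 and 7.18, and the mucin Muc2 at 6.14 and 5.91, while Fabp2 (11.03 and 11.13) and Lgals4 (7.04 and 7.57) are expressed in the control livers as well. RNA or tissue of the small intestine in these liver samples is a candidate explanation: of the compartments of the intestinal wall, 2 had dim markers with a median over 0.5 in tylosin replicate 2, goblet cells (2.16 in amoxicillin replicate 1 and 1.29 in tylosin replicate 2) and smooth muscle (1.39 and 1.58). Enterocytes (0.49 and 0.25), Paneth cells (0.10 and 0.10) and enteroendocrine cells (0.07 and -0.01) were not over it, so this stays open. Bile duct or epithelial cells of the liver itself also stay open, since the 3 bile duct markers are dim in control livers too. These markers were at a median of 0.09 and -0.17. The list of cholangiocyte genes, some of which the intestine expresses as well, had a mean of 1.14 and 0.69 (other arrays -0.12 to 0.15). An effect of the antibiotics was not tested. It would have to leave most intestinal markers unchanged in the other PAT arrays, with Reg3b in tylosin replicate 1 as an exception.

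Tylosin replicate 3 stood nearest the control arrays on the first principal component, and held high Marco (10.95), Saa3 (9.79), Hmox1 (8.5) and immunoglobulin Ighm (10.49) and low Serpina12 (6.14) and Slco1a1 (4.37). A higher share of resident macrophages in this liver sample stays open, since its markers went both ways. Of 4 resident markers, 2 were below each of the other 8 arrays, Clec4f at 7.50 (others 9.20 to 9.66) and Vsig4 at 9.40 (others 9.99 to 10.52). Timd4 (7.29) and Cd5l (11.95) were above them, as were 7 of 13 macrophage markers in all. Cd163, a further macrophage gene, was below the other 8 arrays, at 4.75 (others 7.52 to 8.35). RNA degradation in this sample is argued against, since the difference between the 3-prime and 5-prime control probe sets of Actb was 1.21, below the 1.29 to 1.73 of the other arrays, and that of Gapdh was 0.34 (others 0.23 to 0.54). Illness of this animal, or a change in the type of its macrophages, also stays open and may underlie the pattern, but neither was tested.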

How the results depend on the processing

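Leaving out amoxicillin replicate 1 and tylosin replicate 2 together was chosen after the data were seen; the cause was not tested for any change below, except that the filter, 1 probe set per gene and the stricter thresholds test or admit fewer probe sets by construction. With the Benjamini-Hochberg adjusted p, limma called 0 probe sets in the 4 comparisons and 0 shared by both antibiotics (6657, 6722, 1335 and 8777 at an unadjusted p under 0.05), and Hspb1 (-1.128 and -1.22) no longer passed. With a log2 fold change over 1, 23 probe sets were called with amoxicillin (65.2% higher), 38 with tylosin, 7 between the antibiotics and 25 for PAT, with 5 higher and 2 lower in both. With the filter on dim probe sets, these counts were 216 (85.2%), 256 (85.5%), 17, 268, 83 and 12. The first 2 principal components then held 46.7%, and 9 lists changed with tylosin (2 up, 7 down). Of the 20 list calls, 5 were lost with this filter. Median centring gave shares of 89.3% and 88.9%, and 315 higher and 22 lower in both. Quantile normalization gave 64.1% and 60.2%, 67 lower in both, and 38% on the components. Array weights gave 68.3% higher with tylosin and 67 called between the antibiotics. With 1 probe set per gene, 226 (64.6%), 260, 20 and 230 were called, with 67 higher and 19 lower in both, and 42.4% on the components. With a replicate block, 69 were called between the antibiotics. The components held 47.8% without scaling and 55.3% for the 1000 most variable probe sets. Without amoxicillin replicate 1 and tylosin replicate 2, 353 were called with amoxicillin, 144 between the antibiotics and 345 for PAT, 73 higher and 19 lower in both, with r 0.6294, and 3 lists changed with tylosin and 14 between the antibiotics. For lists, an estimated correlation left 0, 0 and 0, fry by direction 0, 1 and 0, and fry in either direction 0, 5 and 0. With the mean of all probe sets of a gene, 4 of the 20 list calls were lost.

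With 1 array left out, the counts called ran from 397 (without amoxicillin replicate 1) to 928 (control replicate 2) with amoxicillin, 470 to 1556 (tylosin replicate 3) with tylosin, 36 to 137 (tylosin replicate 1) between the antibiotics, where they were also 117 (amoxicillin replicate 1), 90 (tylosin replicate 2), 77 (amoxicillin replicate 3) and 71 (tylosin replicate 3), and 479 to 1056 (tylosin replicate 3) for PAT. The shares ran from 62.1% to 73.2% and from 64% to 75.5%. Those higher in both ran from 107 (amoxicillin replicate 1) to 333 (tylosin replicate 3), with 322 (control replicate 2), 124 (amoxicillin replicate 3), 116 (tylosin replicate 1) and 112 (tylosin replicate 2). Those lower in both ran from 23 (tylosin replicate 1) to 113 (tylosin replicate 3), with 106 (control replicate 1), 94 (control replicate 2), 68 (amoxicillin replicate 2), 25 (amoxicillin replicate 1) and 24 (tylosin replicate 2). The correlation ran from 0.686 to 0.8254 and the components from 41.5% to 44.2%. Lists changed ran from 4 to 8 with amoxicillin, 3 (tylosin replicate 2 or 3) to 15 (tylosin replicate 1) with tylosin, with 10 without control replicate 1, and 3 (tylosin replicate 3) to 14 (amoxicillin replicate 1 or tylosin replicate 1) between the antibiotics. Hspb1 ran from -1.302 to -0.937 and from -1.376 to -1.125, and kept its call. Between the antibiotics, the fatty acid oxidation list turned in direction without amoxicillin replicate 1 (adjusted p = 0.4976; range 3.477e-07 to 0.4976), and the cytoskeleton list without tylosin replicate 3 (0.547; range 4.597e-05 to 0.5524). Of 59 results for other single genes, 25 kept direction and call in all planned settings run for them. The other 34 lost the call at least once, and none of the 59 turned in direction. The adjusted p, at which limma called 0, and a log2 fold change over 1 were not among these settings. The filter on dim probe sets was run for only 37 of the 59. Signal over background limits the arrays: 28.4% of probe sets had a log2 value over 6 in at least 3 arrays.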

Differences from the paper's values

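The alternatives named here were set before the data were examined. The first principal component held 27.1% of the variance, and the paper's plot gives about 16% in Fig. 2d, read by eye. The value was 33% with a filter on dim probe sets, 26.7% with median centring, 24.6% with quantile normalization, 27.1% with the manufacturer's controls kept, 29.1% with 1 probe set per gene, 32.7% without scaling, 31.3% with the 1000 most variable probe sets, and 26.7% to 29.8% with each array left out. None of these settings reached the paper's value.

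The paper states that tylosin raised genes of lipid metabolism and of cell movement and assembly. Among the 17 fatty acid synthesis genes tested, 0 were called with tylosin, and the median log2 fold change was 0 (adjusted p = 0.23 from limma's camera). The lists of triglyceride synthesis and lipid droplets (adjusted p = 0.96), cholesterol efflux and lipoproteins (0.94, with Abca1 called higher) and eicosanoid synthesis (0.59, with Ptgis called lower) did not pass. Bile acid synthesis and transport (0.79) did not pass either, though its member Cyp7a1 was called higher at 1.09. Cholesterol synthesis, at a median of -0.30, did not pass (0.18). The list of cytoskeleton and cell migration was higher (median 0.26, adjusted p = 8.4e-04 from limma's camera at a preset correlation), but not with an estimated correlation (0.84), without tylosin replicate 3 (0.31) or without dim probe sets (0.38). Among the other functions of Fig. 2f, production of reactive oxygen species (0.25), extracellular matrix and fibrogenesis (0.12, with Ccn2 called higher) and the cell cycle (0.20) did not pass with tylosin. The gene lists tested here are not those of Ingenuity Pathway Analysis.

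In the panel of Fig. 2e titled for control and amoxicillin, the tylosin sample labelled T1 lies beside the control samples. In the panel for control and tylosin, T1 lies with the antibiotic samples. On the first principal component here, tylosin replicate 3 lay nearest the control arrays, at -54, and tylosin replicate 1 lay at 129.2. Which replicate number the label stands for is not given in the sources used here.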

Other observations

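The counts over other groupings of the arrays below were planned, and the tests of the share called higher were chosen after the result was seen.

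With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called most for amoxicillin against control (1 of 10; 608 probe sets, highest other 115) and for tylosin against control (1 of 10; 638, highest other 440). Between tylosin and amoxicillin, 9 of 10 splits called as many as the real one (42, highest other 198). The highest set amoxicillin replicate 1, tylosin replicate 1 and tylosin replicate 2 against the rest, which points to a structure of the samples other than the antibiotic. For gene lists, 7 of 10 splits changed as many lists as amoxicillin (6, highest other 14), 8 of 10 as tylosin (5, highest other 16) and 7 of 10 as tylosin against amoxicillin (9, highest other 22). For PAT against control, 1 of 84 splits called as many as the real one (642, highest other 583), so chance can be excluded if the 9 mice are exchangeable; the highest other set control replicate 1, control replicate 3 and tylosin replicate 3 against the rest. For probe sets called higher with both antibiotics, 2 of 100 splits gave as many (187, highest other 199, with the same 3 arrays as controls), so chance can be excluded on the same terms, and for those called lower with both, 6 of 100 did (41, highest other 129), so it cannot. Each litter was kept in 1 treatment group and caged alone, and the litters of the samples are not given, so differences between litters or cages are not excluded by these splits.

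More probe sets were called higher than lower with both antibiotics; probe sets are not independent, so each share is given with its range when 1 array is left out. The spread of the arrays after normalization stays open as a cause, since after quantile normalization 64.1% of calls were higher with amoxicillin (55 to 70.7%) and 60.2% with tylosin (50.9 to 65.9%), nearer to equal shares than before. Probe sets of a gene that differ from its brightest one stay open with amoxicillin, where 65.2% of calls were higher among brightest probe sets (52.7 to 67.3%), and are argued against as the whole cause with tylosin, at 69.7% (60 to 77.2%). Gene length was tested among 7516 genes whose brightest probe set had a mean over 6. Among all probe sets with a mean over 6, 83.9% of calls were higher with amoxicillin and 84% with tylosin. Gene length may contribute with amoxicillin. There 54.5% of calls were higher among the shorter genes (18 higher, 15 lower, range 45.8 to 68.4%), against 93.1% among the longer ones. With tylosin it is argued against as the whole cause, since 73.1% (62.3 to 78.6%) were higher among the shorter genes, against 90.8%.

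Probe sets of Sephs2, Aldh2, Ndufab1, Rpl27a, Pttg1ip, Atp5a1 and Rpf2, picked after their values were seen, were lower in amoxicillin replicates 1 and 3 and tylosin replicates 1 and 2 than in the other 5 arrays. A Sephs2 probe set was 11.27 ± 0.21 in control mice (SD, n = 3), 9.18 and 9.25 in amoxicillin replicates 1 and 3, 8.52 and 8.67 in tylosin replicates 1 and 2, and 11.05 and 10.70 in amoxicillin replicate 2 and tylosin replicate 3. The brightest Sephs2 probe set leaned the same way by far less, at 11.84 to 12.17 in these 4 arrays and 12.16 to 12.43 in the other 5, and another was at 11.44 to 11.81 in the 9 arrays. The difference between the 3-prime and 5-prime control probe sets of Actb split the arrays the same way. It was 1.49 to 1.73 in these 4 arrays and 1.21 to 1.4 in the other 5, so a difference in RNA quality is not excluded for this pattern.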
